# Cyto-IL-15 synergizes with the STING agonist ADU-S100 to eliminate prostate tumors and confer durable immunity in mouse models

**DOI:** 10.3389/fimmu.2023.1196829

**Published:** 2023-07-03

**Authors:** Efthymia Papaevangelou, Ana M. Esteves, Prokar Dasgupta, Christine Galustian

**Keywords:** immunotherapy, IL-15, STING agonist, prostate cancer, abscopal immunity

## Abstract

**Introduction:**

Prostate cancer is one of the most commonly diagnosed malignancies in men with high mortality rates. Despite the recent therapeutic advances, such as immunotherapies, survival of patients with advance disease remains significantly low. Blockade of immune checkpoints has led to low response rates in these patients probably due to the immunosuppressive microenvironment and low mutation burden of prostate tumors. Combination of multiple immunotherapeutic regimes has also been unsatisfactory due to augmented adverse effects. To activate multiple immune-stimulatory pathways in the hostile prostate cancer microenvironment, we used a combination of cytotopically modified interleukin-15 (cyto-IL-15) with the stimulator of interferon genes (STING) agonist, ADU-S100.

**Methods:**

To determine whether this combination regime could lead to both local and systemic anti-tumor effects, intratumoral administration of these agents was used in murine models of prostate cancer. Tumor growth and mouse survival were monitored, and ex vivo analyses, and RNA sequencing were performed on the tumors.

**Results:**

Intratumorally injected ADU-S100 and cyto-IL-15 synergized to eliminate tumors in 58-67% of mice with unilateral tumors and promoted abscopal immunity in 50% of mice with bilateral tumors treated only at one side. Moreover, this combination regime offered immunoprotection against tumor rechallenge in 83% of cured mice. The efficacy of the combination treatment was associated with a strong innate and adaptive immune activation and induction of apoptotic and necrotic cell death. Cytokines, including type I and II interferons, and cytokine signalling pathways were activated, NK and T cell mediated cytotoxicity was increased, and B cells were activated both locally and systemically. While ADU-S100 led to an ulcerative pathology at the injection site, no other adverse effects were observed.

**Discussion:**

Localised administration of a STING agonist together with cyto-IL-15 can confer significant systemic benefits and long-lasting immunity against prostate tumors while reducing immune related toxicities.

## Introduction

Prostate cancer is the most commonly diagnosed cancer in men and one of the leading causes of cancer-related male mortality worldwide (1). Over the last two decades, although the death rate has decreased due to significant advances in prostate cancer therapies, incidence rates have increased (2). Moreover, patients with advanced disease have a 5-year overall survival of only 30% (3).

Immunotherapies for prostate cancer have gained scientific interest due to the success of these treatments in other cancer types. The first FDA-approved immunotherapy for metastatic, castration-resistant prostate cancer (mCRPC) was Sipuleucel-T (Provenge), an autologous dendritic cell vaccine offering immunization against prostatic acid phosphatase. However, Sipuleucel-T has a high cost and results in a tangible survival benefit of four months (4). Other immunotherapeutic approaches used in prostate cancer clinical trials include checkpoint inhibitory antibodies against cytotoxic T-lymphocyte antigen 4 (CTLA-4), such as ipilimumab, and programmed cell death protein 1 (PD-1), such as nivolumab or pembrolizumab. Despite durable responses of these checkpoint inhibitors in other cancers, their efficacy against prostate cancer, both when used as monotherapies or combined, is minimal and only benefits a small cohort of patients (5–8). Pembrolizumab is the only FDA-approved checkpoint inhibitor for treating prostate cancer, but only for patients with high microsatellite instability and/or mutations in mismatch repair genes in the tumor (9). The low response of prostate cancer to immunotherapies has been attributed to the low somatic mutation burden, and the immunosuppressive prostate tumor microenvironment, which result in low number of neoantigens and poor infiltration of cytotoxic T cells, indicative of an immunologically “cold” non-T-cell inflamed tumor (10). Hence, there is an urgent need for identifying alternative immunotherapy combinations for treating prostate cancer that will holistically boost the immune response without dependency on neoantigens and pre-existing anti-tumor immunity. Such molecules include recombinant cytokines such as interleukin-15 (IL-15), and activators of the stimulator of interferon genes (STING).

IL-15 is a 14 kDa protein expressed by many immune cells, including macrophages, dendritic cells (DCs) and monocytes and it is known to stimulate the proliferation and activation of T cells and natural killer (NK) cells and their recruitment inside tumors (11). The anti-tumor potential of recombinant IL-15 has been demonstrated in murine tumors including prostate cancer (12, 13). Clinical trials have been conducted or are currently underway using IL-15 as monotherapy or in combination with ipilimumab and nivolumab in patients with advanced solid tumors rendering IL-15 a promising anti-cancer immunotherapy (14–16).

Another immunotherapeutic target is STING, an adaptor protein for the cytosolic DNA-sensing pathway cyclic GMP-AMP synthase (cGAS)-STING found in the endoplasmic reticulum. The cGAS-STING pathway activates the host immune response against tumors by inducing the production of pro-inflammatory cytokines including type I interferons (IFNs) (17). Tumor-derived cytosolic DNA is converted by c-GAS to cyclic di-nucleotides (CDNs), which bind to STING and activate interferon regulatory factors, such as IRF-3, leading to type I IFN production (18). Type I IFNs exert anti-tumor responses through a variety of effects on immune cells, such as promoting DC differentiation and maturation, and enhancing NK cell cytotoxicity (19). ADU-S100 is a synthetic CDN that has shown anti-tumor immunity in murine models when injected intratumorally (20, 21). Clinical trials in patients with advanced solid tumors or lymphomas have been conducted using ADU-S100 alone or in combination with checkpoint inhibitors. Moreover, a vast range of STING agonists are currently being developed in the preclinical or clinical stage (22).

The clinical responses to IL-15 or ADU-S100 monotherapies have not been as promising as in preclinical studies mainly due to adverse effects and dose-limiting toxicities. In the case of IL-15, despite the profound increase in circulating NK and CD8^+^ T cells, stable disease was the best response (16). In patients treated with ADU-S100, only partial responses were observed (22). Thus, we hypothesized that combination of a STING agonist, such as ADU-S100, with IL-15 could potentially increase the potency of both treatments by producing a synergistic effect, resulting in reduction of the required drug concentrations, and therefore reducing toxicities. IL-15 can stimulate NK and T cell proliferation and activation, and lead to type II interferon upregulation (i.e., IFN-γ), while the STING agonist can exert its effects through type I interferons (i.e., IFN-α and IFN-β). We previously showed that combination of IL-15 with an ADU-S100 analog in an *in vitro* prostate cancer-lymphocyte co-culture model increased NK cells cytotoxicity and led to notable cancer cell killing (23).

In this study, to identify prostate cancer treatments that are not only curative but also generate long-term immunoprotective responses, the potential of combining ADU-S100 with the membrane-localizing cyto-IL-15 was investigated *in vivo*. Their immunotherapeutic efficacy was explored in syngeneic and humanized murine models of prostate cancer, and systemic abscopal and long-lasting immunity were also examined. To reduce systemic adverse effects, both treatments were administered intratumorally. Mouse survival and tumor responses were monitored, and treatment effects were characterized using histopathology, cytokine analysis and RNA sequencing on tumor extracts.

## Materials and methods

### Cell lines

Transgenic adenocarcinoma of the mouse prostate (TRAMP)-C1 and TRAMP-C2 cells, obtained from American Type Culture Collection (ATCC, LGC Standards, Teddington, UK), were maintained in Dulbecco’s Modified Eagle’s culture medium (DMEM) supplemented with 2 mM L-glutamine, 1% antibiotic antimycotic solution, 0.2% gentamicin, 5 µg/mL insulin, 0.01 nM dihydrotestosterone (all from Sigma-Aldrich, Merck, Dorset, UK), 5% fetal bovine serum (FBS) (Life Technologies, Paisley, UK) and 5% NuSerum IV culture supplement (ThermoFisher Scientific, Dartford, UK). PC3 (human metastatic prostate epithelial carcinoma) cells, obtained from ATCC, were cultured in RPMI 1640 medium (Sigma-Aldrich) supplemented with 2 mM L-glutamine, 1% antibiotic antimycotic solution, 0.2% gentamicin, and 10% FBS. All cells were kept in a humidified atmosphere with 5% CO_2_ at 37°C and were negative for mycoplasma infection, which was tested frequently using LookOut Mycoplasma PCR (Sigma-Aldrich). Cell lines were used within 2 years from the date of purchase.

### Treatments

The STING-activating cyclic dinucleotide agonist ADU-S100 (MIW815; ML RR-S2 CDA) (MedChemExpress, Cambridge Bioscience Limited, Cambridge, UK) was diluted in HBSS (Hank’s balanced salt solution, vehicle) and was used at 50 µg (in 50µl) doses. IL-15 and cytotopically modified (cyto-IL-15) were produced in our laboratory as previously described (24), diluted in PBS and were used at 10 µg doses. Cyto-IL-15 is a version of IL-15 conjugated with a bis-myristoylated peptide to allow anchoring of IL-15 to cell membranes, which is in addition to IL-15 receptors binding. Currently a patent has been filled (P71020GB: KCL ref. 501/3048) for the combination of cyto-IL-15 with STING agonists in cancer treatment.

### Animals and tumors

Animal studies were performed in accordance with the UK Home Office Animals (Scientific Procedures) Act 1986 Animal and were reviewed and approved by the Animal Welfare Ethical Review Body (AWERB) Committee of King’s College London and by the Home Office, UK under Project Licence Number (PPL) P731DA7F1. Mice and tumors were monitored 2-3 times weekly for weight loss, hunched posture, discomfort, and development of rashes. The tumor length (L), width (W) and depth (D) were measured using calipers and the volume was calculated using the ellipsoid shape formula: (π/6) x L x W x D.

#### Single flank challenge

Male C57BL/6J mice, 6–8 weeks old (Charles River, Harlow, UK), were injected with 5 × 10^6^ TRAMP-C1 or C2 cells in 100 µl PBS subcutaneously into the right flank. When tumors reached approximately 100 mm^3^ in volume, mice were randomly divided into four treatment cohorts. Mice were injected intratumorally with 3 doses (every other day) of 50 µl HBSS or with 3 doses (every other day) of ADU-S100 (ADU) or 2 doses (day 0 and 4) of cyto-IL-15 or a combination of ADU (3 doses) and cyto-IL-15 (2 doses). Mice with TRAMP-C2 tumors were allocated to an additional cohort treated with 2 doses (day 0 and 4) of IL-15 and ADU (3 doses). The survival endpoint was when tumors reached a maximum diameter of 15 mm.

#### Rechallenge

Mice with TRAMP-C2 tumors (right flank) that were cured after treatment with ADU and cyto-IL-15 combination were rechallenged in the distal flank (left) with TRAMP-C2 (5 × 10^6^) cells. Rechallenge was performed 26-40 days after the original treated tumor complete regressed. Naïve mice of the same age were challenged on the left flank with TRAMP-C2 cells to be used as controls. Mice were culled 60 days after the rechallenge.

#### Tissue collection

Mice with TRAMP-C2 tumors of approximately 200 mm^3^ were randomly divided into four cohorts and treated as described above. Mice were culled at day 6 after treatment initiation to allow for tissue collection. Tumors were divided in parts and snap frozen. Spleens were used for single cell isolation. Blood was collected *via* cardiac puncture and mixed with 10% EDTA pH 8.0. Blood was centrifuge for 15 min at 2,000 x g at 4°C. The plasma (supernatant) was collected and stored frozen at -80°C until future use.

#### Bilateral flank challenge

Mice injected with TRAMP-C2 cells in the right flank were also injected with TRAMP-C2 cells (5 × 10^6^) in the distal left flank 2 weeks after the initial injection. When the initial (right flank) tumors reached approximately 50 mm^3^ in volume, mice were randomly divided into the four treatment cohorts and treated intratumorally only in the right flank as described above. The survival endpoint was when the maximum diameter of both right and left tumors reached a total of 15 mm.

#### Single flank challenge in humanized mice

HuNOG-EXL (HSCCB-13395-M, NOD.Cg-Prkdc Il2rgtm1Tg(SV40/HTLV-IL3,CSF2)10-7Jic/JicTac) male mice engrafted with human umbilical cord blood-derived CD34^+^ hematopoietic stem cells (HSCs) and with a human leukocyte reconstitution of ≥25% humanCD45^+^ cells in their blood at 10 weeks post engraftment were purchased from Taconic Biosciences (New York, US). Mice were injected with 10^7^ PC3 cells in 100 µl PBS subcutaneously into the right flank. Mice with ~100mm^3^ tumors were treated with HBSS or combination of ADU and cyto-IL-15 as described above. The survival endpoint was when tumors reached a maximum diameter of 15 mm or 50 days post tumor challenge if tumors completely regressed (<20 mm^3^).

### Cytokine bead array

TRAMP-C2 tumors were dissociated in PBS containing Complete Mini protease inhibitor tablets (Roche Diagnostics, West Sussex, UK) using a gentleMACS Dissociator (Miltenyi Biotec Ltd., Surrey, UK) according to the manufacturer’s instructions. Tumor lysates were kept at −80°C prior to analysis. Levels of IFN-γ, CXCL1 (KC), TNF-α, CCL2 (MCP-1), IL-12, CCL5 (RANTES), IL-1β, CXCL10 (IP-10), GM-CSF, IL-10, IFN-β, IFN-α and IL-6 were measured in tumor lysates and blood plasma using a LEGENDplex mouse anti-virus response panel kit (BioLegend, London, UK) following the manufacturer’s instructions. Data were acquired using a BD LSRFortessa cell analyzer (BD Biosciences, Wokingham, UK) and analyzed using VigeneTech software provided with the kit. All samples were measured in technical duplicates and biological replicates (*n* = 6). For tumor lysates, values were normalized to protein concentration of tumors, determined using a Pierce BCA protein assay Kit (ThermoFisher Scientific) according to manufacturer’s instructions. (IFN: interferon, TNF: tumor necrosis factor).

### Enzyme-linked immunosorbent assay (ELISA)

IL-15 receptor alpha (IL-15Rα) levels in tumor lysates were determined using a mouse IL-15Rα DuoSet ELISA (Bio-techne, R&D Systems, Abingdon, UK) according to manufacturer’s instructions, and values were normalized to tumor protein concentration.

### Histology and immunofluorescence

Frozen tumor sections (8 µm thick) were cut axially from two regions for each tumor, one in the center of the tumor and one 1 mm apart. To assess apoptosis, acetone-fixed sections were stained with a rabbit polyclonal anti‐cleaved caspase‐3 (CC3) antibody [AB3623] (1/200, Sigma-Aldrich) and Alexa Fluor 546 goat anti‐rabbit secondary antibody (2/1,000, ThermoFisher). Non‐immune‐specific rabbit IgG in the same concentrations as the anti‐CC3 antibody, was used as a negative isotype control. Staining was visualized under an Eclipse Ni-E Nikon fluorescent microscope using a Nikon DS-Fi3 camera (Nikon Instruments, Surrey, UK). For each tumor (*n* = 6 per treatment cohort), images were acquired from five randomly selected areas for each of the two tumor sections.

To assess the degree of necrosis, sections were stained with hematoxylin and eosin (H&E) and images were acquired using a bright-field Hamamatsu NanoZoomer 2.0RS digital slide scanner (Hamamatsu Photonics, Hamamatsu City, Japan). Tumor necrotic areas and fluorescent areas for CC3 were defined and analyzed blinded using ImageJ2 software (25) as previously described (26). Necrosis was expressed as a percentage of the whole tumor section area, while fluorescent staining as a percentage of the total image area.

### Flow cytometric analysis

Spleens were harvested from mice 6 days after treatment initiation and mechanically disrupted, passed through a 40 μm cell strainer, and rinsed with PBS to remove debris. Red blood cells were lysed using RBC lysis buffer. The isolated splenocytes were kept in -80°C until further use.

Splenocytes were thawed and stimulated with 1 μg/ml ionomycin and 20 ng/ml phorbol 12-myristate 13-acetate (PMA) (both from Sigma-Aldrich) for 4 h at 37°C. GolgiPlug protein transport inhibitor (containing Brefeldin A) (BD Biosciences) was also used to prevent intracellular marker release. Cells were collected, washed with PBS and stained for flow cytometry analysis. TruStain FcX™ PLUS (Biolegend) was used to block Fc receptors and a Cytofix/Cytoperm Plus Kit (BD Biosciences) was used according to manufacturer’s instructions for intracellular staining. The antibodies used are listed in **Table S1** (**Supplementary File 1**). Labelled cells were analyzed on the BD LSRFortessa cell analyser and data analysis was carried out using FlowJo version 10. The gating strategy for each immune population is shown in **Table S2** and **Figure S1** (**Supplementary File 1**).

### RNA sequencing

TRAMP-C2 tumors (collected at day 6 post-treatment) were used for RNA sequencing. Tumors were dissociated using a gentleMACS Dissociator according to manufacturer’s instructions and RNA was extracted using an RNeasy Mini Kit (Qiagen, Manchester, UK). RNA library preparations, sequencing reactions and bioinformatics analyses were conducted at Genewiz (Azenta Life Sciences, Leipzig, Germany) as described in Supplementary Methods (**Supplementary File 1**).

### Statistical analysis

Data were analyzed using GraphPad Prism 8 (GraphPad Software, La Jolla, CA). Statistical significance of differences was determined by one-way ANOVA with the appropriate multiple comparisons post-tests, with a 5% level of significance. Results are presented as mean ±1 standard error of the mean (SEM). Synergy calculations for ADU-S100 and cyto-IL-15 were performed with the combination index (CI) defining synergism (CI < 1), addition (CI = 1) or antagonism (CI > 1) (27, 28). For the RNA sequencing, the Wald test was used to generate p-values and Log2 fold changes. Genes with adjusted p-values <0.05 and absolute log2 fold changes >1 were defined as differentially expressed genes (DEGs) for each comparison.

## Results

### Cyto-IL-15 synergizes with the STING agonist ADU-S100 to clear prostate tumors in mice

Intratumoral cyto-IL-15 can delay prostate tumor growth and increase survival, however it does not lead to complete regression of tumors even when combined with checkpoint inhibitors (12). To identify combination therapies that can clear prostate tumors, intratumoral cyto-IL-15 was combined with intratumoral STING activation using the STING agonist ADU-S100 (ADU). Mice with TRAMP-C1 syngeneic prostate tumors were treated with HBSS (vehicle), cyto-IL-15 or ADU monotherapies or combination of ADU and cyto-IL-15. Both monotherapies led to TRAMP-C1 tumor volume reduction (cyto-IL-15 by 63% and ADU by 84%) and increased survival (cyto-IL-15 to 41 and ADU to 45 days) compared with HBSS by day 28 post-treatment, which was the survival endpoint for the HBSS treated tumors (**Figures 1A–D**). However, only the combination treatment (cyto-IL-15 and ADU) led to complete tumor regression (98% volume reduction), had the greatest impact on survival (undefined, *p* < 0.001) and complete cured 4 out of 6 mice (67%). Cured tumor-free mice were defined as mice with complete tumor remission (tumor volume ≤20 mm^3^) and no tumor recurrence even after 60 days post-treatment initiation. Tumors on the non-cured mice started to regrow after day 35 post-treatment (**Figure 1B**). The effects of the combinatorial treatment were also examined in the TRAMP-C2 syngeneic prostate tumor model. Mice with TRAMP-C2 tumors were treated as those with TRAMP-C1 tumors and an additional cohort was treated with combination of ADU with IL-15 (not cytotopically modified) to examine whether the non-modified version of IL-15 has a similar effect in the combination regime. By day 20 (survival endpoint for mice with HBSS treated TRAMP-C2 tumors), ADU reduced tumor volume by 67% and combination of ADU with IL-15 by 71% compared with vehicle; both treatments increased survival to 33 and 45 days respectively (**Figures 1E–H**). Cyto-IL-15 significantly increased survival to 31 days and caused a small reduction in tumor volume (not statistically significant). However, similar to TRAMP-C1 tumors, only the combination treatment with cyto-IL-15 and ADU led to complete tumor regression (97% volume reduction), had the greatest impact on survival (99 days, *p* < 0.0001) and cured 7 out of 12 mice (58%) with TRAMP-C2 tumors. The remaining tumors started to regrow after day 44 post-treatment (**Figure 1F**). To examine whether the cyto-IL-15 and ADU combination treatment could also cure human prostate tumors, humanized mice with PC3 tumors were treated with HBSS or combination treatment. After 22 days of treatment (survival endpoint for mice with HBSS treated PC3 tumors), cyto-IL-15 combined with ADU led to complete tumor regression (98% volume reduction), significantly increased survival (undefined, *p <*0.01) compared to the HBSS treated cohort and cured 3 out of 5 mice (60%) (**Figures 1I–L**).

**Figure 1:**
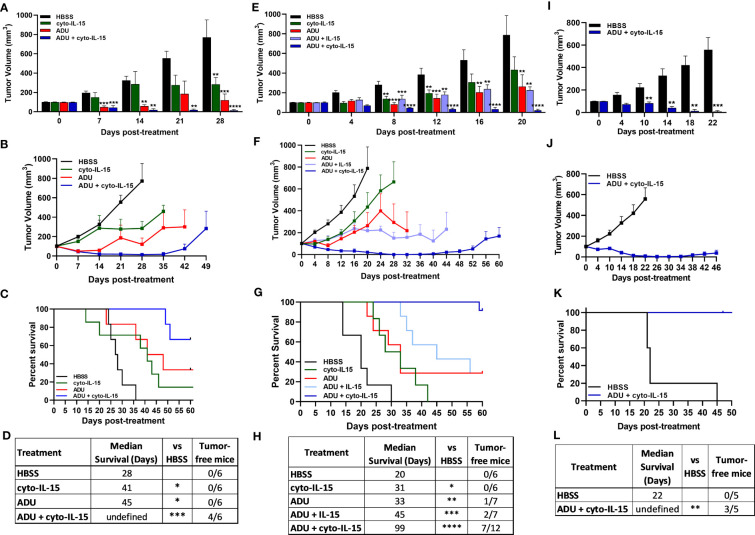
Combination of ADU-S100 with cyto-IL-15 leads to complete regression of subcutaneous prostate tumors in mice. **(A-D)** Mice with TRAMP-C1 tumors (right flank) treated intratumorally with HBSS, cyto-IL-15, ADU or combination of ADU with cyto-IL-15. **(A)** Tumor volumes up to day 28 after treatment (when most mice were still alive), and **(B)** tumor growth curves. Data are means + 1 SEM for *n* = 6 tumors per group and comparisons are relative to vehicle. **(C)** Survival curves of mice post-treatment and **(D)** table showing the median survival and the tumor-free mice of each group. **(E-H)** Mice with TRAMP-C2 tumors (right flank) treated intratumorally with HBSS, cyto-IL-15, ADU, combination of ADU with IL-15 or combination of ADU with cyto-IL-15. **(E)** Tumor volumes up to day 20 after treatment and **(F)** tumor growth curves. Data are means + 1 SEM for *n* = 6-12 tumors per group and comparisons are relative to vehicle. **(G)** Survival curves of mice post-treatment and **(H)** table showing the median survival and the tumor-free mice of each group. **(I-L)** Humanized mice with PC3 tumors treated intratumorally with HBSS or combination of ADU with cyto-IL-15. **(I)** Tumor volumes up to day 22 after treatment and **(J)** tumor growth curves. Data are means + 1 SEM for *n* =5 tumors per group and comparisons are relative to vehicle. **(K)** Survival curves of mice post-treatment, and **(L)** table showing the median survival and the tumor-free mice of each group. One-way ANOVA with Dunnett’s multiple comparisons post-test was used to compare tumor volumes and Log-rank (Mantel-Cox) test was used for comparisons of equality of two survival curves (*p < 0.05, **p <0.01, ***p <0.001, ****p <0.0001). Undefined survival means that more than 50% of the mice were still alive at the end of the study (60 days post-treatment if tumors did not regrow).

A synergy calculation was performed for cyto-IL-15 combined with ADU-S100 based on the volumes of TRAMP-C1 and C2 tumors at the survival endpoint of the HBSS control (days 28 and 20 post-treatment, respectively) (27, 28). The combination index was below one, more specifically 0.307 and 0.146 for TRAMP-C1 and TRAMP-C2 tumors respectively, indicating a strong synergistic effect between the two treatments (**Supplementary File 1**, **Table S3**).

Mice were monitored for adverse effects during the experimental period. Neither the monotherapies nor the combination treatment led to any significant weight loss (**Figure S2**, **Supplementary File 1**). However, intratumoral administration of ADU-100 alone or in combination with cyto-IL-15 caused an inflammatory reaction at the site of injection. Approximately a week after treatment initiation, ADU-S100 led to a skin ulceration in the C57BL/6J mice with bloody fluid that eventually turned into a scab and was resolved after 2 to 3 weeks. No ulcerative pathology was observed when cyto-IL-15 was administered alone. However, only 60% of the HuNOG-EXL (humanized) mice developed a scab after injection with the ADU-S100 plus cyto-IL-15 combination.

In addition, the spleen size of the mice was also monitored. Spleens harvested from mice treated with HBSS, cyto-IL-15 or cured mice after combination treatment had a normal size weighing 0.15 ± 0.04 g. However, splenomegaly was observed in mice treated with ADU-S100 or combination of ADU-S100 with cyto-IL-15 with progressing tumors with spleens weighing 0.51 ± 0.12 g.

### Intratumoral administration of ADU-S100 combined with cyto-IL-15 offers systemic antitumor immunity against distal tumors

IL-15 injected intravenously in nonhuman primates is known to cause adverse effects such as weight loss and neutropenia (29). In cancer patients, infusion of IL-15 leads to dose-limiting toxicities such as hypotension and thrombocytopenia (30). Hence, in the present study, intratumoral administration of the treatments was used to prevent systemic toxicities. To investigate whether intratumoral treatments not only prevent systemic adverse effects but can also generate systemic immune responses leading to immunoprotection and abscopal effects against distal tumors, two TRAMP-C2 tumor models were used, rechallenge and bilateral flank challenge, as described in the methods section.

Mice with TRAMP-C2 tumors treated with combination of cyto-IL-15 and ADU-S100 on the right flank and eventually cured of their tumor, were rechallenged in the distal (left flank) with TRAMP-C2 cells. Naïve mice, not previously injected with tumor cells, were also injected with TRAMP-C2 cells in the left flank to be used as controls. All the naïve mice (6/6) developed tumors on their left flanks approximately 40 days after the cell injection. On the contrary, 83% of the cured mice (5/6) did not develop tumors on their left flank even after 60 days of the rechallenge (**Figures 2A, B**). The tumor growth rate even for the one rechallenged mouse that developed a tumor was significantly slower compared with the tumor growth rate of the naïve mice. This indicates that the combination treatment can generate a long-lasting systemic immune response and protect against tumor recurrence.

**Figure 2:**
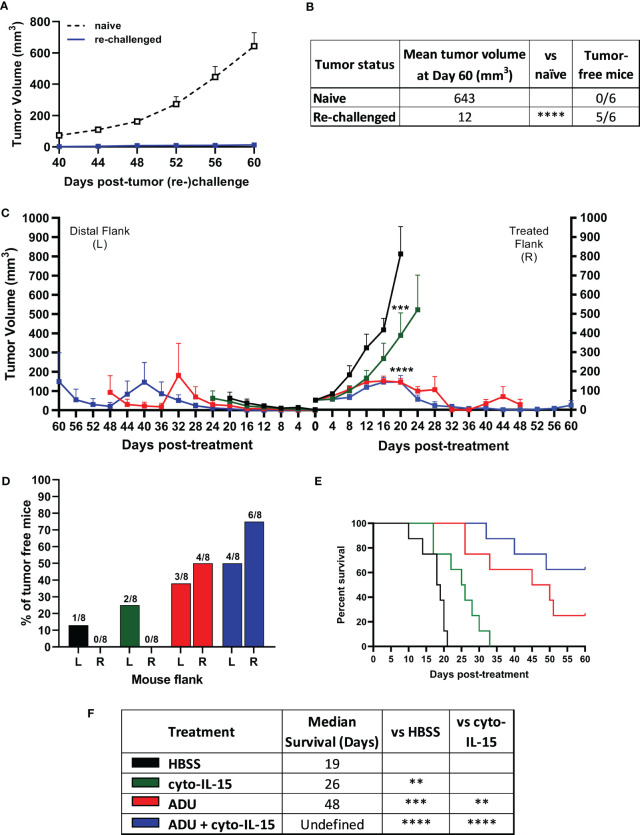
ADU-S100 combined with cyto-IL-15 generates systemic antitumor immunity in TRAMP-C2 subcutaneous prostate tumors in mice. **(A, B)** Mice with TRAMP-C2 tumors (right flank) that were cured after treatment with ADU and cyto-IL-15 combination were rechallenged in the distal flank (left) with TRAMP-C2 cells 26-40 days after the original treated tumor complete regressed. Naïve mice of the same age were challenged on the left flank with TRAMP-C2 cells to be used as controls. **(A)** Growth curves of distal tumors and **(B)** table showing the median tumor volume at Day 60 post-left tumor challenge and tumor-free mice per group. Data are means +1 SEM for *n* = 6 mice per group and tumor volumes were compared using unpaired t test (****p <0.0001). **(C-F)** Mice were challenged with TRAMP-C2 cells in the right flank and two weeks later they were challenged again with TRAMP-C2 cells in the distal (left) flank. When the initial right tumors were ~50 mm^3^ mice were treated intratumorally in the right flank only with HBSS, cyto-IL-15, ADU or combination of ADU with cyto-IL-15. **(C)** Tumor growth curves up to day 60 post-treatment, **(D)** percentage of tumor-free mice for both right and lefts tumors (numbers on top of the bars indicate actual mouse numbers), **(E)** survival curves of mice post-treatment, and **(F)** table showing the median survival of each treatment cohort. Data are means + 1 SEM for *n* = 8 mice per group and comparisons of equality of two survival curves were performed using Log-rank (Mantel-Cox) test (**p <0.01, ***p <0.001, ****p <0.0001).

Mice were challenged bilaterally with TRAMP-C2 cells and when they developed right flank tumors of approximately 50 mm^3^, they were treated intratumorally only in the right flank tumor with HBSS, cyto-IL-15, ADU-S100 or combination of cyto-IL-15 and ADU-S100 (as described in methods). Tumors treated with HBSS reached the survival endpoint (15 mm maximum diameter of right and left tumors together) at 20 days post-treatment, hence it was possible to observe the growth of the distal tumors in this group further. All treatments delayed the growth of the treated right-flank tumors compared with control treated tumors; a 63, 82 and 82% volume reduction was seen in cyto-IL-15, ADU-S100 and combination treated tumors, respectively (**Figure 2C**). Despite cyto-IL-15 alone slowing tumor growth, it did not lead to complete regression of any of the injected tumors (same as in the single flank challenge experiment), but it generated a small abscopal response in the distal (left flank) uninjected site with a 25% complete rejection. ADU-S100 monotherapy cleared 50% of the injected tumors and 38% of the distal ones. Combination treatment of ADU-S100 with cyto-IL-15 mediated rejection of 75% of injected tumors and elicited an abscopal response against 50% of distal uninjected tumors (**Figure 2D**). Cyto-IL-15, ADU-S100 or their combination significantly increased survival to 26, 48 or undefined days respectively, compared with 19 days in the HBSS group. Moreover, ADU-S100 alone or in combination increased survival significantly more compared with cyto-IL-15 alone. However, the combination had the highest overall impact on increasing mouse survival (**Figures 2E, F**). Thus, combination of cyto-IL-15 augments the curative abscopal immunity of ADU-S100 against TRAMP-C2 tumors with a complete bilateral tumor rejection in 50% of mice.

### ADU-S100 treatment alone or in combination with cyto-IL-15 induces severe cell death within six days of intratumoral administration

Combination of ADU-S100 and cyto-IL-15 can lead to complete regression of TRAMP-C2 tumors treated at 100 mm^3^ volume leaving none or minimal tumor tissue sample for analysis. Hence, mice with larger TRAMP-C2 tumors (200 mm^3^) were treated intratumorally at days 0, 2, and 4 and tumors were excised at day 6, as indicated in the methodology. Histological sections of the tumors after treatment with HBSS, cyto-IL-15, ADU-S100 or combination of cyto-IL-15 and ADU-S100 were stained with H&E and the early apoptotic marker, cleaved caspase-3 (**Figures 3A, B**). While cyto-IL-15 monotherapy was not sufficient to induce necrosis after 6 days of treatment, cyto-IL-15 in combination with ADU-S100 led to significant levels of necrosis (64%) compared with HBSS (3%). ADU-S100 monotherapy also caused high levels of necrosis (47%) compared with HBSS, but the effect was significantly lower compared with the combination (**Figure 3C**). Cleaved caspase-3 staining in the cyto-15 treated group was very low and similar to HBSS (0.3 and 0.1% respectively). However, caspase-3 activation was significantly increased after treatment with ADU-S100 alone or combined with cyto-IL-15 (9.2 and 9.9%, respectively) compared with HBSS (**Figure 3D**).

**Figure 3:**
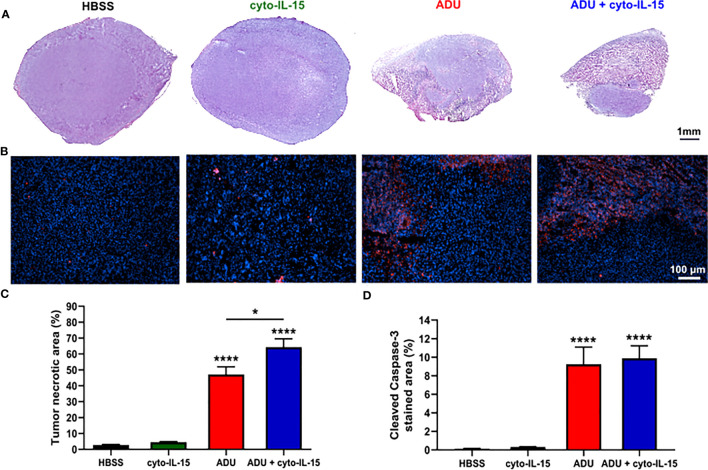
Histological assessment of treated TRAMP-C2 subcutaneous prostate tumors. **(A)** Composite images of H&E-stained sections indicating necrotic areas. **(B)** RGB images from tumor sections stained with the apoptotic marker cleaved caspase‐3 (CC3) detected using an Alexa‐546‐conjugated secondary antibody (red) and the nucleic marker DAPI (blue). **(C, D)** Quantification of **(C)** necrotic area and **(D)** cleaved caspase‐3 positive area. Results are means +1 SEM of 10 images per tumor for *n* = 6 per group. Comparisons are relative to vehicle unless otherwise indicated (*p <0.05, ****p <0.0001 one-way ANOVA with Tukey’s multiple comparisons post-test).

### Intratumoral injection of ADU-S100 with cyto-IL-15 activates type I IFNs and pro-infammatory cytokines and chemokines against tumors

The effects of cyto-IL-15 and ADU-S100 on immune activation were investigated by measuring the release of cytokines in blood plasma and tumor lysates after 6 days of treatment using a cytokine bead array. In blood plasma of mice treated intratumorally with combination of ADU and cyto-IL-15, release of CCL2, CXCL10, IL-6, IFN-α and IFN-γ was significantly increased by 3.4- (*p <*0.001), 4.4- (*p <*0.0001), 4.2- (*p <*0.05), 2.7- (*p <*0.05) and 19.6-fold (*p <*0.01), respectively, compared with control (**Figure 4A**). Intratumoral monotherapy with ADU or cyto-IL-15 had no effect on cytokine release in blood plasma. In tumor lysates, combination treatment led to activation and release of most cytokines measured (**Figure 4B**). CCL2 (2.4-fold, *p <*0.05), CCL5 (3.5-fold, *p <*0.01), CXCL1 (11-fold, *p <*0.05), CXCL10 (3.1-fold, *p <*0.05), GM-CSF (14.5-fold, *p <*0.05), IL-1β (2.9-fold, *p <*0.01), IL-6 (121.5-fold, *p <*0.01), IFN-α (11.4-fold, *p <*0.01), IFN-β (8.8-fold, *p <*0.001), IFN-γ (36.8-fold, *p <*0.01) and TNF-α (43-fold, *p <*0.01) were all significantly increased compared with HBSS vehicle treatment. Moreover, ADU monotherapy significantly increased CXCL1 (10.5-fold, *p <*0.05), IFN-β (8.1-fold, *p <*0.001), IFN-γ (34.4-fold, *p <*0.05), and TNF-α (27.6-fold, *p <*0.05), compared with control, whereas cyto-IL-15 has no effect after 6 days of treatment. Release of IL-10 and IL-12(p70) in both tumor lysates and blood plasma was below detection level. For blood plasma, only cytokines with significant changes in expression are presented.

**Figure 4:**
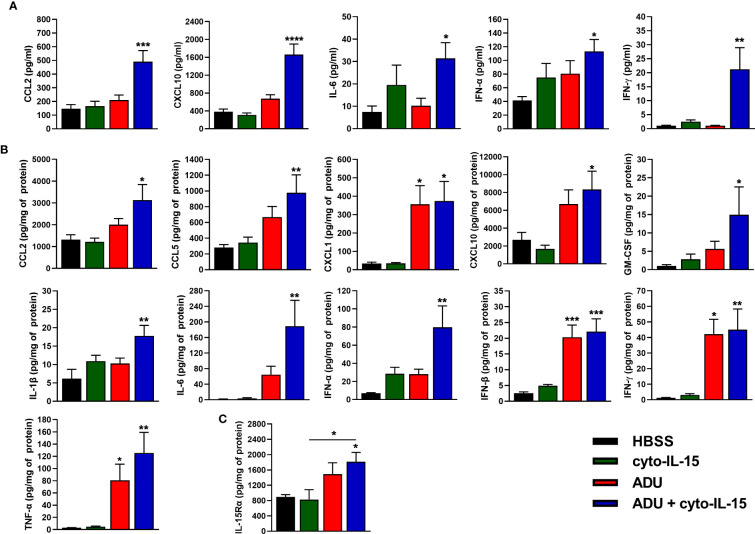
Cytokine activation in treated mice with TRAMP-C2 prostate tumors. **(A, B)** Concentration of cytokines in **(A)** blood plasma and **(B)** tumor lysates from mice treated with HBSS, cyto-IL-15, ADU or combination of ADU and cyto-IL-15 measured using a cytokine bead array. **(C)** Concentration of IL-15Rα in tumor lysates from the same mice measured with ELISA. Values for tumor lysates were normalized to tumor protein concentration. Results are means +1 SEM of duplicate measurements made for *n* = 6 mice per cohort. Comparisons are relative to vehicle unless otherwise indicated (*p <0.05, **p <0.01, ***p <0.001, ****p <0.0001 one-way ANOVA with Dunnett’s multiple comparisons post-test).

IL-15Rα expression was also measured in tumor lysates using ELISA. Combination treatment of ADU with cyto-IL-15 significantly increased IL-15Rα expression compared with HBSS (2-fold, *p <*0.05), and compared with cyto-IL-15 alone (2.2-fold, *p <*0.05) (**Figure 4C**).

### Intratumoral treatment with ADU-S100 and cyto-IL-15 leads to systemic immune cell activation and recruitment to the tumor site

To investigate the systemic effects of STING activation with ADU-S100 and IL-15 induction with cyto-IL-15, 15-color flow cytometry was used to characterize the immune cell composition of splenocytes. Splenocytes derived from spleens harvested from mice with TRAMP-C2 tumors treated intratumorally with HBSS, cyto-IL-15, ADU-S100 or combination of cyto-IL-15 and ADU-S100. Splenocytes were also stimulated *ex vivo* for 4 h with PMA and ionomycin to induce perforin and IFN-γ expression. Their extracellular release was blocked using GolgiPlug. The different immune subsets were defined as shown in **Table S2** and the gating strategy is shown in **Figure S1** (**Supplementary File 1**).

As shown in **Figure 5A**, all treatments increased the frequency of B cells from 19% in the control group to approximately 30% (p <0.05 cyto-IL15; p <0.01 ADU-S100 and combination). The frequency of dendritic cells was reduced from 8% in the control to less than 6% in the ADU-S100 and combination treated mice (*p <*0.001) (**Figure 5B**). Macrophages constituted less than 9% of CD45^+^ cells in the control mice but this was significantly reduced to less than 4.5% in the treated mice (*p <*0.0001 with all treatments) (**Figure 5C**). A significant reduction was also observed in the frequency of CD4^+^ T cells from 22% in the control to less than 14% in the ADU-S100 and combination treated mice (*p <*0.0001) (**Figure 5D**). However, CD8+ T cells increased in the combination treated mice from >8% to 10% compared with control (*p <0.05) (**Figure 5E**). NK cells had higher frequency (>5.5%) in the ADU-S100 and combination treated mice compared with 4.4% in the control (p <0.05 ADU-S100; p <0.01 combination) (**Figure 5F**). NKT cells also increased from 4% in the control to 7.5% in the combination treated mice (*p <0.05) (**Figure 5G**). No changes were observed in the frequencies of myeloid derived suppressor cells (MDSCs) and regulatory T cells (Tregs) or in the M1/M2 composition of the macrophages between control and treated mice (**Figures S3A–C**, **Supplementary File 1**).

**Figure 5:**
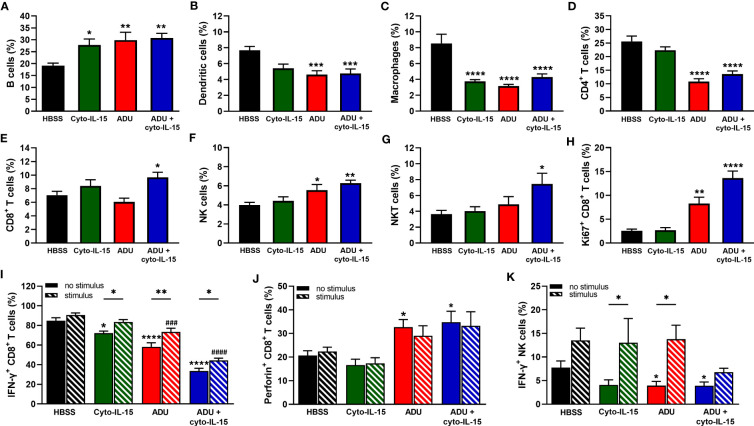
Analysis of immune cell composition of splenocytes in treated mice with TRAMP-C2 prostate tumors. Mice with TRAMP-C2 tumors (~200mm^3^) were treated intratumorally with HBSS, cyto-IL-15, ADU or combination of ADU and cyto-IL-15 and splenocytes were harvested after 6 days of treatment initiation to be analyzed using flow cytometry. **(A-H)** Frequencies of cell subsets within the CD45^+^ immune cell population: **(A)** B cells, **(B)** dendritic cells, **(C)** macrophages, **(D)** CD4^+^ T cells, **(E)** CD8^+^ T cells, **(F)** NK cells, and **(G)** NKT cells. **(H-K)** Frequencies of **(H)** Ki67^+^, **(I)** IFN-γ^+^ and **(J)** perforin^+^ CD8^+^ T cells, and **(K)** IFN-γ^+^ NK cells of splenocytes with or without PMA and ionomycin stimulation for 4 h. Results are means +1 SEM of measurements made for *n* = 6 mice per cohort. Comparisons are relative to control (* for HBSS and ^#^ for HBSS with stimulus) unless otherwise indicated (*p <0.05, **p <0.01, ***p <0.001, ****p <0.0001, ^###^ *p <*0.001, ^####^ *p <*0.0001 one-way ANOVA with Dunnett’s multiple comparisons post-test or Šidák’s for comparisons of stimulated versus non-stimulated samples).

To investigate whether CD8^+^ T and NK cells were actively proliferating, the Ki67 proliferation marker was used. The frequencies of Ki67^+^ CD8^+^ T cells were higher in the ADU-S100 and combination treated groups increasing from 2.5 to >8% (p <0.01 ADU-S100; p <0.0001 combination) (**Figure 5H**). NK cells were more actively proliferating (>30%) compared with CD8^+^ T cells, but no significant differences were observed due to the treatments (**Figure S3D**, **Supplementary File 1**). The expression of IFN-γ and perforin were also investigated in the CD8^+^ T and NK cell populations. IFN-γ expression from CD8^+^ T cells was significantly reduced in the spleens after treatment from 85% in the control group to 72% in the cyto-IL-15 (p <0.05), 58% in the ADU-S100 (p <0.0001), and 34% in the combination group (p <0.0001). Despite IFN-γ expression significantly increasing after stimulation in the treated cohorts compared to their non-stimulated samples, it was still significantly lower compared to the stimulated control in the ADU-S100 and combination groups (p <0.001 ADU-S100; p <0.0001 combination) (**Figure 5I**). Perforin expression from CD8^+^ T cells was increased from 17% in the control to >30% in the ADU-S100 and combination treated cohorts (p <0.05), whereas stimulation had no effect (**Figure 5J**). IFN-γ expression from NK cells was significantly reduced in the spleens from 7.8% in the control to 3.9% in the ADU-S100 and combination cohorts (p <0.05). Stimulation significantly increased IFN-γ expression from NK cells in the cyto-IL-15 and ADU-S100 groups (p <0.05), and no differences we observed between the stimulated control and the stimulated treated groups (**Figure 5K**). In addition, there were no differences in perforin expression from NK cells and stimulation had no effect (**Figure S3E**, **Supplementary File 1**).

### STING activation with ADU-S100 leads to significant changes in gene expression and remarkable activation of immunological processes after six days of treatment initiation

The impact of ADU-S100 treatment on gene expression was investigated after 6 days of treatment in TRAMP-C2 tumors. RNA was isolated and RNA sequencing was performed in tumors treated with HBSS (control), cyto-IL-15, ADU-S100, or combination of cyto-IL-15 and ADU-S100 (*n* = 3 tumors per group). 

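TRAMP-C2 is a mouse prostate cancer cell line, ADU-S100 is an agonist of STING, the adaptor through which cells answer DNA in the cytosol with interferon, and cyto-IL-15 is a form of interleukin-15 that anchors to cell membranes. RNA sequencing counts were analyzed for 12 tumors, 3 in each of 4 groups, collected on day 6. Tumors of about 200 mm3 received HBSS, 3 doses of 50 µg ADU-S100, 2 doses of 10 µg cyto-IL-15, or both agents. The notes of the submitters name Trimmomatic 0.36, STAR 2.5.2b, featureCounts of Subread 1.5.2 and the mouse build GRCm38, and the deposited values are raw read counts for 49315 genes in each tumor. Total counts ranged from 61269250 to 89374663 (median 75857377) in the HBSS group and from 48772204 to 79020457 (median 67946371) in the cyto-IL-15 group. They ranged from 69497371 to 103700199 (median 89845392) in the ADU-S100 group and from 66085574 to 72939679 (median 68837827) in the combination group. Each comparison was fitted on its own 6 tumors with edgeR's quasi-likelihood test after TMM normalization, over the genes that edgeR's filter on low counts kept. Differentially expressed genes (DEGs) had an adjusted p under 0.05 and an absolute log2 fold change above 1, the definition of the paper, and a positive log2 fold change means a higher level in the group named second. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic, and levels of single genes are in TMM-normalized CPM. Over log2 CPM, cyto-IL-15 tumor 13 and combination tumor 28LL correlated with the rest at Pearson's r of 0.887 to 0.954, whereas the other 10 tumors correlated with each other at 0.969 to 0.994. In tumor 13, Yap1, a transcriptional coactivator that drives growth, took 3.32% of all counts. Tumor 28LL had the highest level of Gzmb, a granzyme of killer lymphocytes, with 2313 CPM. Genes of skeletal muscle fibers took 0.00641 to 0.00991% of counts in the HBSS group and 0.0318 to 0.155% in the cyto-IL-15 group. They took 0.0310 to 0.315% in the ADU-S100 group and 0.0161 to 0.729% in the combination group. The 0.0318% was in tumor 13, where the mean log2 level of these genes was 0.26, against 0.32 to 0.40 in the HBSS group.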

As shown in **Table 1**, when HBSS-treated tumors were compared with cyto-IL-15-treated tumors, a total of 96 genes were differentially expressed (**Figure S4**, **Supplementary File 1**). However, when the HBSS group was compared with ADU or combination, more than 1,000 genes were significantly differentially expressed, mainly upregulated (**Figures 6A, D**). 

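Interleukin-15 sustains natural killer (NK) cells and CD8+ T cells, which kill through granules that hold perforin and granzymes. Of 24 measured NK cell genes, 21 were higher in cyto-IL-15-treated than in HBSS-treated tumors when adjusted over the list alone, and the median log2 fold change of the list was 1.97. Of 13 measured cytotoxic granule genes, 4 were higher when adjusted over the list alone. Gzmc, a granzyme gene that lies beside near-identical paralogs, had 24.7 ± 11.8 CPM (SD, n = 3 tumors) in the cyto-IL-15 group and 1.00 ± 0.174 CPM in the HBSS group. Its log2 fold change was 4.64 (standard error 0.44, adjusted p = 0.522 from edgeR, the smallest of the comparison), and it was singled out after its values were seen. Over all 18594 tested genes, no gene passed edgeR's test, and 706 genes had an unadjusted p under 0.05. DESeq2 on the same 6 tumors called 119 DEGs, 96 higher and 23 lower, among them 16 skeletal muscle fiber genes, 8 NK cell genes and 4 granule genes higher and 5 pericyte genes lower. Of 15 genes of pericytes, the cells that wrap small vessels, 7 were lower when adjusted over the list alone, with a median log2 fold change of -1.39. Skeletal muscle fiber genes had a median of 4.36, and 16 of 18 were higher when adjusted over the list alone. Their mean log2 level was 5.18 in tumor 9R, 3.77 in tumor 20LL and 0.26 in tumor 13, against 0.32 to 0.40 in the HBSS group. The pericyte and muscle lists were written because of tables in the paper, so their counts are not independent evidence. Type I interferon-stimulated genes had a median of -0.43, and none of the 34 was called. The test fry of limma, which asks whether the genes of a list move on balance one way, gave adjusted p = 0.425 for the NK cell list and 0.183 for the granule list. For change in either direction it gave adjusted p = 0.000974 for the granule list, and camera gave adjusted p = 0.220 for that list with an estimated correlation between genes. Without tumor 13, edgeR called 179 DEGs, 177 higher and 2 lower. They included 20 NK cell genes, 18 muscle fiber genes, 12 T cell genes and 6 granule genes. Chosen after the data were seen, limma voom called 0 genes, voom with a quality weight per tumor called 2, and edgeR's likelihood ratio test called 38. When the 6 tumors were split into other groups of 3, DESeq2 called up to 286 genes, more than between the real groups, and edgeR called 0 in every split, the real one included.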

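Tumors treated with ADU-S100 held more RNA of interferon-induced genes, of granzymes and of neutrophil and monocyte genes than HBSS-treated tumors, and less RNA of genes that mark tissue-resident macrophages. By edgeR, 667 of 18911 tested genes were DEGs, 520 higher and 147 lower in the ADU-S100 group. The smallest adjusted p of the comparison, 0.000695 from edgeR, was shared by several genes. Among them, Gzmc had a log2 fold change of 6.23 (standard error 0.31) and Chil3, which encodes a chitinase-like protein of activated myeloid cells, had 4.06 (standard error 0.27). Rtp4, an interferon-induced chaperone, had 2.63 (standard error 0.17), and Gbp3, an interferon-induced guanylate-binding protein, had 2.14 (standard error 0.16). Cdkn1a, which encodes the cell cycle inhibitor p21, had 1.89 (standard error 0.14). H2-T22, Apol9a and Prl2c2, which have close paralogs that may share reads with them, had log2 fold changes of 1.55, 1.72 and 2.46 at the same adjusted p. Lower DEGs with small p by edgeR include Lyz2, a lysozyme of macrophages (log2 fold change -1.35, standard error 0.12, adjusted p = 0.00116), and Alox5, the lipoxygenase of leukotriene synthesis (log2 fold change -2.55, standard error 0.23, adjusted p = 0.00117). Reps2, Cd33, Lyz1, Gpr34 and Cd83 were lower by log2 fold changes of -2.36, -1.75, -3.01, -1.69 and -2.33, where Lyz1 and Lyz2 are paralogs that may share reads. Of 17 neutrophil genes, 10 rose and none fell (13 rose when adjusted over the list alone), such as S100a8, an abundant protein of neutrophil cytosol (4.52 ± 0.55, log2 fold change ± standard error), and the receptor Trem1 (3.69 ± 0.46). Of 16 inflammatory monocyte genes, 8 rose and none fell (12 rose when adjusted over the list alone), such as Plac8 (2.87 ± 0.27), F10, coagulation factor X (4.33 ± 0.46), and the receptor Cd300e (3.40 ± 0.40). Of 22 resident-type macrophage genes, 8 fell and none rose (12 fell when adjusted over the list alone), such as Fcrls (-2.17 ± 0.21), the organic anion transporter Slco2b1 (-1.61 ± 0.15) and Selenop, a secreted selenium carrier (-1.16 ± 0.12). Of 12 pan-macrophage genes, the Fc receptor Fcgr1 rose (1.11 ± 0.21), Lyz2 fell and the others did not pass. The median of that list was 0.27 while limma's fry placed it downward (adjusted p = 0.990). By limma's fry, adjusted p was 0.0302 for the neutrophil list, 0.0292 for the monocyte list and 0.00370 for the resident-type list. Camera with an estimated correlation gave adjusted p = 0.129, 0.116 and 0.0502, and no list had an adjusted p under 0.05 by camera. Muscle RNA moved with the treatment too, as 12 of 25 skeletal muscle fiber genes (23 when adjusted over the list alone) and 8 of 13 muscle regeneration genes (11) rose, among them Myh4, a fast myosin (9.61 ± 1.28), and Myog, a transcription factor of muscle differentiation (7.63 ± 0.91). The muscle and resident-type lists were written because of the paper's tables and are not independent evidence. Without HBSS tumor 19, 22R or 22LL the count of DEGs was 330, 325 or 335. One edgeR fit of all 12 tumors called 0 genes (1856 at an unadjusted p under 0.05, against 4523 in the fit of 6), that fit with a muscle covariate called 2, and DESeq2 called 1121 on the 6 tumors and 326 on the 12.

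**Figure D1:**
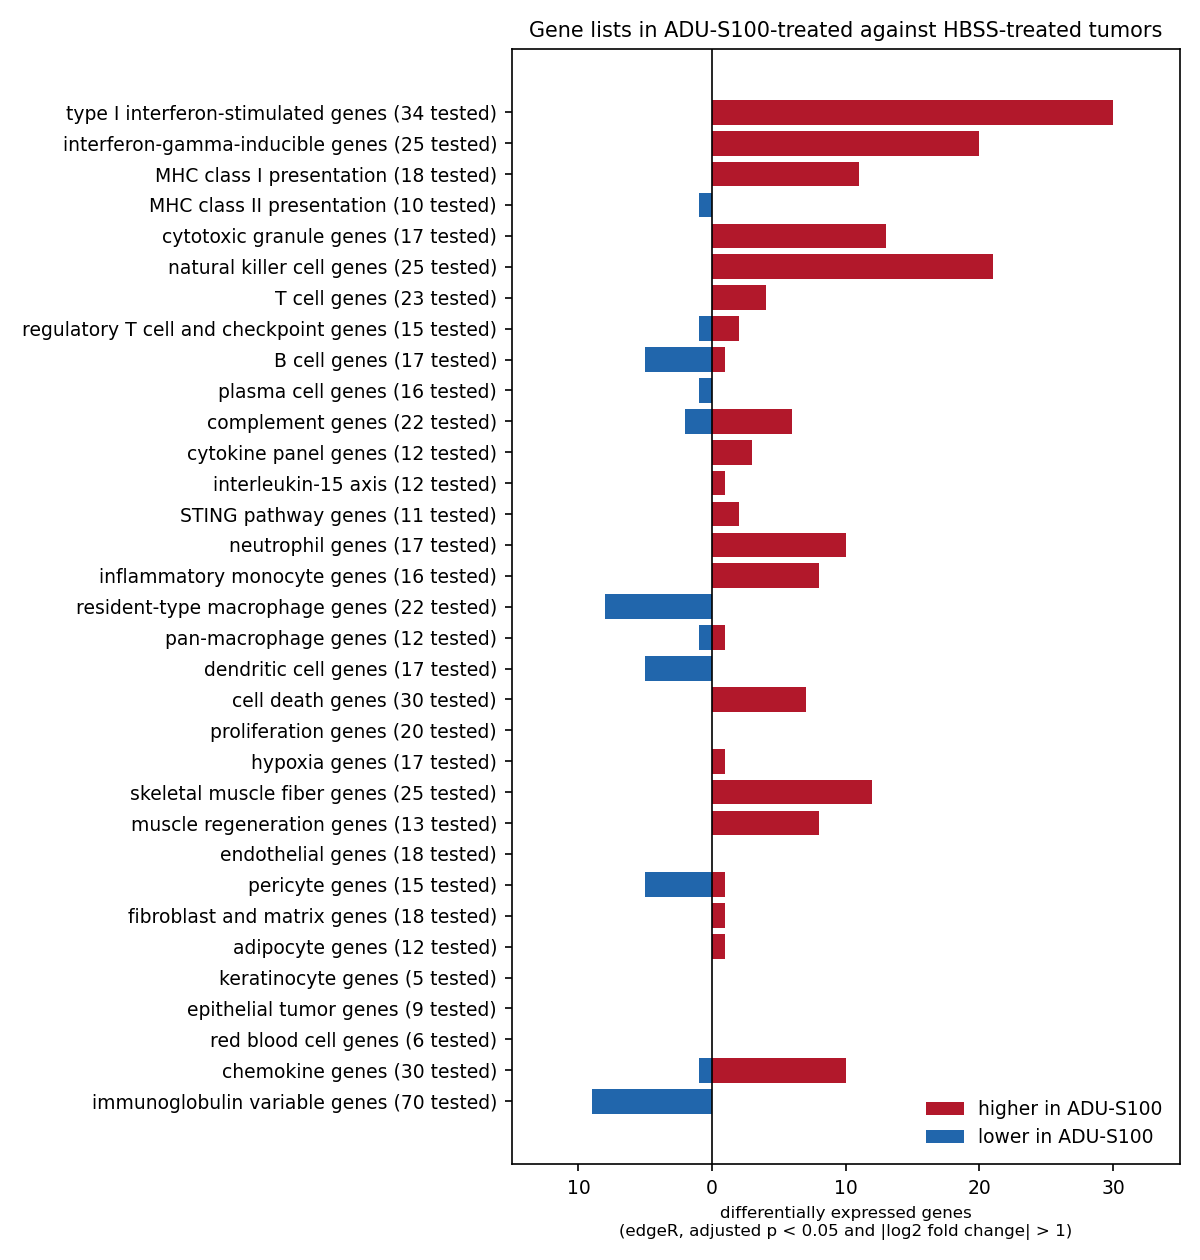
Number of DEGs (horizontal axis, edgeR) in each gene list between HBSS-treated and ADU-S100-treated tumors (n = 3 per group), with red bars for genes higher and blue bars for genes lower in the ADU-S100 group. Type I interferon-stimulated genes have the longest red bar, with 30 of 34 tested.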

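Combination-treated tumors had higher mean levels of the same kinds of genes, with a wide spread between the 3 tumors. Adjusted over each list alone, 12 of 15 neutrophil genes and 12 of 16 inflammatory monocyte genes were higher than in HBSS-treated tumors, with median log2 fold changes of 3.79 and 3.38. For these 2 lists limma's fry gave adjusted p = 0.103 and 0.103, and camera with an estimated correlation gave adjusted p = 0.216 and 0.216. Resident-type macrophage genes had a median of -1.40, and 10 of 22 were lower when adjusted over the list alone. That list moved downward by limma's fry (adjusted p = 0.0131; adjusted p = 0.0728 by camera with an estimated correlation). Genes of fibroblasts and matrix, such as collagens, had a median of -0.77 and moved downward by limma's fry as well (adjusted p = 0.0196, and 0.114 by camera with an estimated correlation), with 4 lower and 1 higher of 18 when adjusted over the list alone. Skeletal muscle fiber genes had a median of 7.65, and 23 of 25 were higher when adjusted over the list alone. Their mean log2 level was 1.86 in tumor 20L, 5.07 in tumor 22 and 7.38 in tumor 28LL. Over all 18565 tested genes, edgeR's quasi-likelihood test called no DEG. The smallest adjusted p was 0.185, and 3374 genes had an unadjusted p under 0.05. In 2577 genes every combination tumor lay above every HBSS tumor and in 3044 genes below, together 30.3% of the tested genes where chance gives 10%. The same share was 31.2% between HBSS-treated and ADU-S100-treated tumors. DESeq2 on the 6 tumors called 1156 DEGs, 934 higher and 222 lower, and on all 12 tumors 1065. Without tumor 28LL, edgeR called 247 DEGs, 184 higher and 63 lower, among them 8 neutrophil, 7 monocyte, 11 resident-type macrophage, 9 muscle regeneration and 1 muscle fiber genes. Of settings chosen after the data were seen, voom called 0 genes, voom with a quality weight per tumor 877, and edgeR's likelihood ratio test 891.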

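Between cyto-IL-15-treated and ADU-S100-treated tumors, the genes that passed edgeR's test were mostly interferon-stimulated genes, all higher with ADU-S100. Of 18708 tested genes 16 were DEGs, 16 higher and 0 lower in the ADU-S100 group, and 1468 had an unadjusted p under 0.05. By edgeR they include Oas2, an oligoadenylate synthetase that senses viral RNA (log2 fold change 3.55, standard error 0.20, adjusted p = 0.0134), and Irf7, the transcription factor that amplifies type I interferon (log2 fold change 3.65, standard error 0.27, adjusted p = 0.0216). Isg15, a ubiquitin-like modifier, had a log2 fold change of 3.41 (standard error 0.25) and Ifit1, which binds viral RNA, 3.14 (standard error 0.27). Oas1a, Ifi27l2a and Ly6a had log2 fold changes of 2.62, 3.19 and 2.96, each at adjusted p = 0.0481 by edgeR. Outside the interferon genes, Prl2c2, which has near-identical paralogs, had 2.61 (standard error 0.20) and Cd300e 5.98 (standard error 0.64). In all, 13 of 34 type I interferon-stimulated genes rose (32 when adjusted over the list alone), with a median log2 fold change of 2.38. That list moved upward by limma's fry (adjusted p = 0.0152; adjusted p = 0.0566 by camera with an estimated correlation). None of 25 NK cell genes passed, over all genes or adjusted over the list alone, and their median was -0.07 while limma's fry placed the list slightly upward (adjusted p = 0.962). Of 17 granule genes none passed over all genes and 3 were higher when adjusted over the list alone. All 10 MHC class II genes had lower means with ADU-S100 (median -1.97, adjusted p = 0.331 by limma's fry), and 4 of 17 dendritic cell genes were lower when adjusted over the list alone. Endothelial genes had a median of 0.69, with 7 of 18 higher when adjusted over the list alone. Without tumor 13 the count was 206, with 143 higher and 63 lower, and it was 0 without tumor 9R, 20LL, 17LL, 18R or 22LR. DESeq2 on the 6 tumors called 270. Between cyto-IL-15-treated and combination-treated tumors, edgeR called none of 18619 genes, 926 had an unadjusted p under 0.05, and DESeq2 on the 6 tumors called 111, 100 higher and 11 lower. Adjusted over each list alone, 30 of 34 type I interferon-stimulated genes (median 2.57), 18 of 25 interferon-γ-inducible genes (median 1.83) and 11 of 17 granule genes (median 2.75) were higher in the combination group, where limma's fry gave adjusted p = 0.270 for each of these lists. The edgeR count of this comparison was also 0 without tumor 13 and without tumor 28LL. In an edgeR fit of the 10 tumors other than these, chosen after the data were seen, it was 52, and it was 233 between cyto-IL-15 and ADU-S100. Voom called 0 genes with or without weights between cyto-IL-15 and the combination, and edgeR's likelihood ratio test 57.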

When cyto-IL-15 treated tumors were compared with ADU-S100 or combination treated ones, 259 and 117 genes were differentially expressed (**Figures S4, S5**, **Supplementary File 1**). 

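Between ADU-S100-treated and combination-treated tumors, interferon-induced genes had median differences near 0, while genes of killer lymphocytes had higher means in the combination group, and both were highest in tumor 28LL. The mean log2 level of the type I list was 6.19, 6.28 and 6.70 in the ADU-S100 group (17LL, 18R and 22LR) and 5.28, 5.90 and 7.27 in combination tumors 20L, 22 and 28LL. The type I interferon-stimulated list had a median log2 fold change of 0.04 and the interferon-γ-inducible list 0.10, and no gene of either list passed. On balance limma's fry placed the type I list downward (adjusted p = 0.900). Cytotoxic granule genes had a median of 2.21, and 11 of 17 were higher when adjusted over the list alone. NK cell genes had a median of 1.71 and T cell genes 1.17, and no gene of these lists passed even when adjusted over the list alone. By limma's fry, adjusted p was 0.842 for each of these 3 lists. In the combination group, Gzmc had 140.7 CPM in tumor 20L, 217 in tumor 22 and 2216 in tumor 28LL, against 75.2 ± 28.8 CPM (SD, n = 3) in the ADU-S100 group. Fibroblast and matrix genes had a median of -0.67, with 3 of 18 lower when adjusted over the list alone. Over all 18689 tested genes, edgeR called no DEG, with 802 at an unadjusted p under 0.05 and a smallest adjusted p of 0.884. DESeq2 called 4 on the 6 tumors, all lower in the combination group, and 15 on all 12 tumors. The edgeR count was 0 without any 1 of the 6 tumors, and voom, voom with weights and edgeR's likelihood ratio test, chosen after the data were seen, each called 0. Splitting the 6 tumors into other groups of 3, DESeq2 called up to 250 genes against the real 4, and edgeR called 0 in every split, the real one included.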

No major changes in differential gene expression were seen in the ADU-S100 versus combination comparison (12 DEGs) (**Figure S5**, **Supplementary File 1**). A list of all the differentially expressed genes in all comparison sets is provided in **Supplementary File 2** (SF2_DEG_analysis). **Figures 6B, E** show heatmaps of the top 30 differentially expressed genes in the HBSS versus ADU-S100 or versus combination comparisons, respectively. Heatmaps of DEGs in the rest of the comparisons are shown in **Figures S4, S5** (**Supplementary File 1**). 

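Cxcl11 is named as a CXC chemokine gene, Gzma and Gzmb encode granzymes, the proteases of killer lymphocytes, and Prf1 encodes perforin, which opens the target cell's membrane for them. All 4 genes rose with ADU-S100, and every ADU-S100-treated and every combination-treated tumor lay above every HBSS-treated tumor in each of them (exact permutation test of 3 against 3, two-sided p = 0.1, the smallest that it allows). Cxcl11 (ENSMUSG00000060183, chromosome 5 from 92359544 to 92365485 of GRCm38, annotated as a polymorphic pseudogene) had 1.32 ± 0.152 CPM (SD, n = 3 tumors) in the HBSS group, 11.4 ± 2.07 CPM in the ADU-S100 group and 11.1 ± 4.40 CPM in the combination group. Against HBSS, its log2 fold change was 3.12 with ADU-S100 (standard error 0.21, adjusted p = 0.000695 from edgeR) and 3.10 with the combination (standard error 0.37, adjusted p = 0.185). Gzma (ENSMUSG00000023132, chromosome 13 from 113093825 to 113100979) had 2.42 ± 0.632 CPM, 55.6 ± 20.3 CPM and 693 ± 814 CPM in these groups, a log2 fold change of 4.53 with ADU-S100 (standard error 0.33, adjusted p = 0.00111 from edgeR) and 8.19 with the combination (standard error 1.27). Gzmb (ENSMUSG00000015437, chromosome 14 from 56258856 to 56262260) had 3.12 ± 0.877 CPM, 60.8 ± 24.4 CPM and 894 ± 1235 CPM, a log2 fold change of 4.29 with ADU-S100 (standard error 0.35, adjusted p = 0.00165 from edgeR) and 8.19 with the combination (standard error 1.55). Prf1 (ENSMUSG00000037202, chromosome 10 from 61297836 to 61304263) had 3.36 ± 0.891 CPM, 39.2 ± 16.1 CPM and 502 ± 699 CPM, a log2 fold change of 3.55 with ADU-S100 (standard error 0.37, adjusted p = 0.00414 from edgeR) and 7.26 with the combination (standard error 1.46). For all 4 genes the adjusted p against the combination was 0.185 from edgeR. The granzyme and perforin means of the combination group rest largely on tumor 28LL, with 1618 CPM of Gzma and 1306 CPM of Prf1. Tumors 20L and 22 had 87.5 and 374 CPM of Gzma and 40.9 and 160.0 CPM of Prf1. In cyto-IL-15-treated tumors, the levels were 24.2 ± 18.5 CPM of Gzma, 14.8 ± 2.66 CPM of Gzmb and 19.2 ± 5.51 CPM of Prf1, with log2 fold changes against HBSS of 3.32, 2.26 and 2.53 (adjusted p = 0.898 each from edgeR). Cxcl11 had 0.971 ± 0.898 CPM there, with 0.113 CPM in tumor 13.

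**Figure D2:**
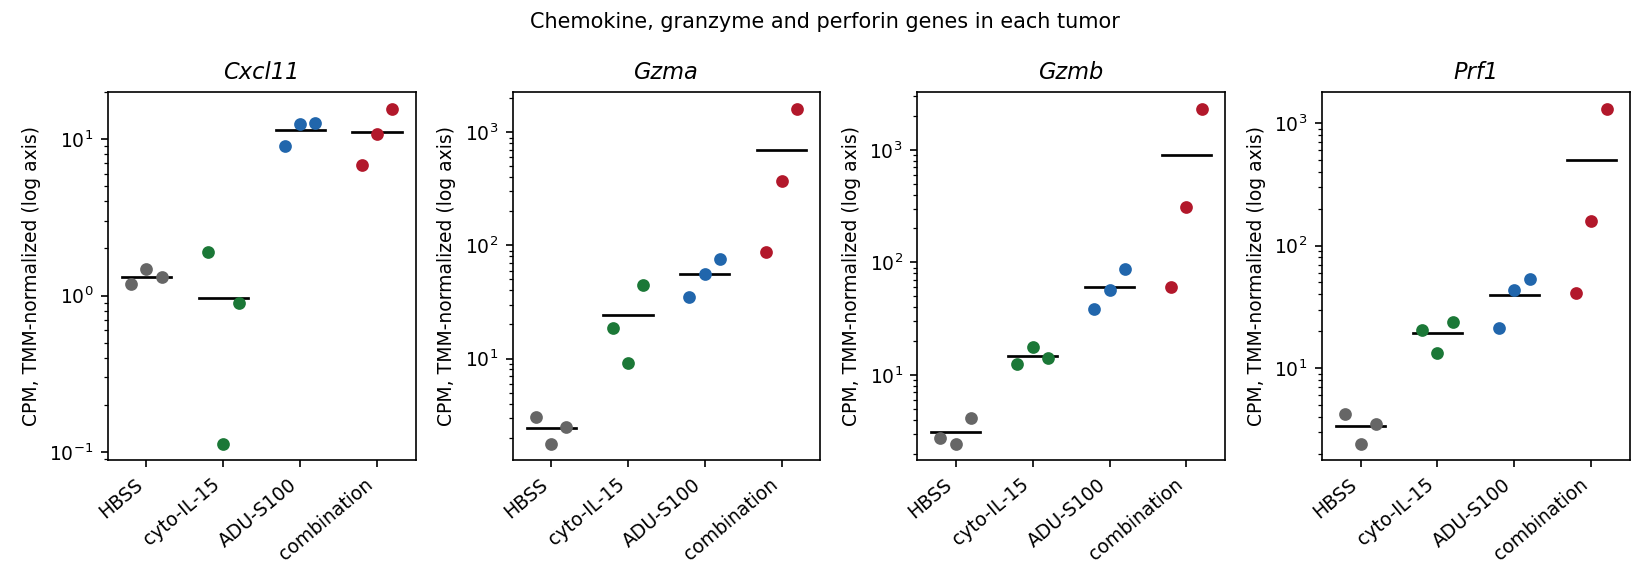
TMM-normalized CPM (vertical log axis) of Cxcl11, Gzma, Gzmb and Prf1 in each tumor, by treatment group, with a black line at the mean of each group (n = 3). Gzmb lies between 2.46 and 4.12 CPM in the HBSS group and between 60.3 and 2313 CPM in the combination group.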

Genes involved in chemokine (Cxcl11), granzyme (Gzma, Gzmb) and perforin (Prf1) activation were upregulated after treatment with ADU-S100 in both comparisons. Moreover, Ifi44 (Interferon-induced protein 44) and Irgm1 (Immunity Related GTPase M) genes were upregulated indicating exposure to IFN-γ. 

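Ifi44 encodes a cytoplasmic protein that interferons induce, and Irgm1 encodes a GTPase that interferon-γ induces and that acts on the membranes of vacuoles holding pathogens. Both genes rose with ADU-S100, together with most genes of the interferon lists. Ifi44 (ENSMUSG00000028037, chromosome 3 from 151730922 to 151749960 of GRCm38) had 10.5 ± 3.23 CPM (SD, n = 3 tumors) in the HBSS group, 96.4 ± 28.7 CPM in the ADU-S100 group and 55.0 ± 35.0 CPM in the combination group. Against HBSS its log2 fold change was 3.22 with ADU-S100 (standard error 0.30, adjusted p = 0.00244 from edgeR) and 2.42 with the combination (standard error 0.51, adjusted p = 0.185). Irgm1 (ENSMUSG00000046879, chromosome 11 from 48861968 to 48871683) had 57.2 ± 8.20 CPM, 214 ± 30.2 CPM and 208 ± 113 CPM in these groups, with log2 fold changes of 1.92 (standard error 0.15, adjusted p = 0.000695 from edgeR) and 1.90 (standard error 0.40, adjusted p = 0.185). In cyto-IL-15-treated tumors, Ifi44 had 6.47 ± 2.53 CPM and Irgm1 58.9 ± 17.8 CPM, with log2 fold changes of -0.68 and 0.06 against HBSS (adjusted p = 0.898 and 0.970 from edgeR). Of 25 interferon-γ-inducible genes, 20 rose with ADU-S100 and none fell, while 21 rose and 1 fell when adjusted over the list alone. The list's median log2 fold change was 1.82 (adjusted p = 0.00766 by limma's fry, and 0.0576 by camera with an estimated correlation). Of 34 type I interferon-stimulated genes, 30 rose and none fell, over all genes and when adjusted over the list alone, with a median of 2.05 (adjusted p = 0.00419 by limma's fry, and 0.0576 by camera with an estimated correlation). Examples are Oasl2, an oligoadenylate synthetase-like protein (1.95 ± 0.15, log2 fold change ± standard error), and Bst2, which tethers virus particles to the cell surface (1.86 ± 0.15). Ifng itself, the gene of interferon-γ, had a log2 fold change of 2.34 with ADU-S100 (standard error 0.30, adjusted p = 0.00414 from edgeR) and 3.63 with the combination (standard error 0.86, adjusted p = 0.185). In the combination group, 28 of 34 type I genes and 22 of 24 interferon-γ-inducible genes were higher when adjusted over the list alone, and none passed over all genes by edgeR. DESeq2 called 23 and 21 of them, and edgeR called 9 and 7 without tumor 28LL. From the higher level of Ifi44 and Irgm1, the paper reasons that the tumors were exposed to IFN-γ.

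**Figure D3:**
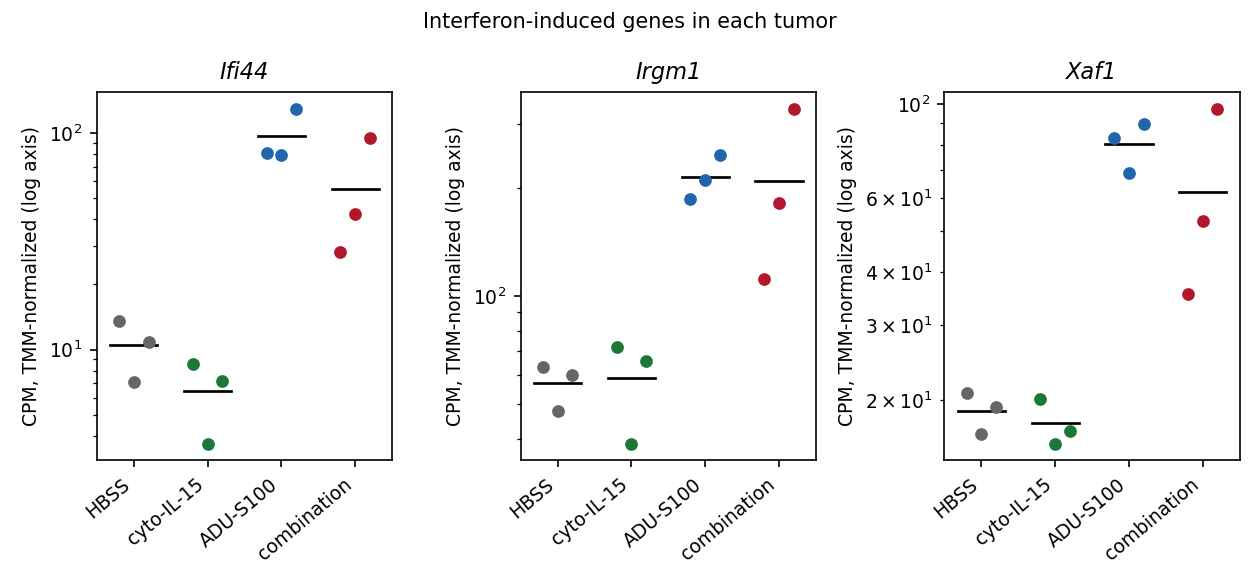
TMM-normalized CPM (vertical log axis) of Ifi44, Irgm1 and Xaf1 in each tumor, by treatment group, with a black line at the mean of each group (n = 3). Irgm1 lies between 186 and 246 CPM in the ADU-S100 group and between 112 and 332 CPM in the combination group.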

The Xaf1 (XIAP Associated Factor 1) gene was also upregulated. 

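Xaf1 encodes a protein that binds XIAP, an inhibitor of caspases, and interferons induce it. Its level was higher in every ADU-S100-treated and every combination-treated tumor than in any HBSS-treated tumor (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 allows). The gene (ENSMUSG00000040483, chromosome 11 from 72301629 to 72313733 of GRCm38) had 18.9 ± 2.09 CPM (SD, n = 3 tumors) in the HBSS group, 17.6 ± 2.26 CPM in the cyto-IL-15 group, 80.5 ± 10.8 CPM in the ADU-S100 group and 61.9 ± 31.9 CPM in the combination group, where the 3 tumors had 35.5, 52.8 and 97.4 CPM. Against HBSS its log2 fold change was 2.11 with ADU-S100 (standard error 0.15, adjusted p = 0.000695 from edgeR), 1.74 with the combination (standard error 0.38, adjusted p = 0.185) and -0.08 with cyto-IL-15 (standard error 0.18, adjusted p = 0.944). Against cyto-IL-15, Xaf1 rose with ADU-S100 as well, by 2.16 on the log2 scale (standard error 0.18, adjusted p = 0.0319 from edgeR).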

The protein of this gene inhibits the inhibitor of apoptosis (IAP) proteins, hence indicates initiation of apoptosis.

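The list of cell death genes holds caspases, BCL-2 family members, death receptors and their ligands, and IAP genes. It also holds genes outside these classes, such as Xaf1, Cdkn1a, Ddit3 and Zbp1. Xaf1 is in the type I interferon-stimulated list as well, so the rises of these lists are not independent evidence. Of 30 measured members, 7 rose with ADU-S100 and none fell, over all genes and when adjusted over the list alone. Besides Xaf1 and Cdkn1a, they are Ddit3, a transcription factor of the endoplasmic reticulum stress response (1.42 ± 0.18, log2 fold change ± standard error), Casp4, the caspase that senses lipopolysaccharide in the cytosol (1.07 ± 0.15), Zbp1, a sensor that starts necroptosis (2.24 ± 0.29), the death ligand gene Fasl (1.47 ± 0.25) and Tnf (1.42 ± 0.25). Fasl turned to -0.45 in the edgeR fit of all 12 tumors with a muscle covariate. Zbp1 and Fasl were named after their values were seen, to complete the list. Of genes that restrain apoptosis, Xiap by edgeR had -0.37 (adjusted p = 0.177), Birc2 0.10 (adjusted p = 0.760) and Birc3 -0.04 (adjusted p = 0.854), and these 3 genes were chosen after their values were seen. The list moved upward by limma's fry (adjusted p = 0.00370; adjusted p = 0.0502 by camera with an estimated correlation), with a median log2 fold change of 0.34. Against the combination, 5 of 30 were higher when adjusted over the list alone and none passed over all genes by edgeR, with a median of 0.48. From the function of the Xaf1 protein, which inhibits the IAP proteins, the paper takes the higher Xaf1 as a sign that apoptosis was starting.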

**Table 1:** Summary of significantly differentially expressed genes (DEG).

Comparison​	Upregulated genes​	Downregulated genes​	Total significantly DEGs
HBSS vs cyto-IL-15​	72	24	96
HBSS vs ADU​	733	307	1,040
HBSS vs combination	921	220	1,141
cyto-IL-15​ vs ADU	207	52	259
cyto-IL-15 vs combination	98	19	117
ADU vs combination	5	7	12

**Figure 6:**
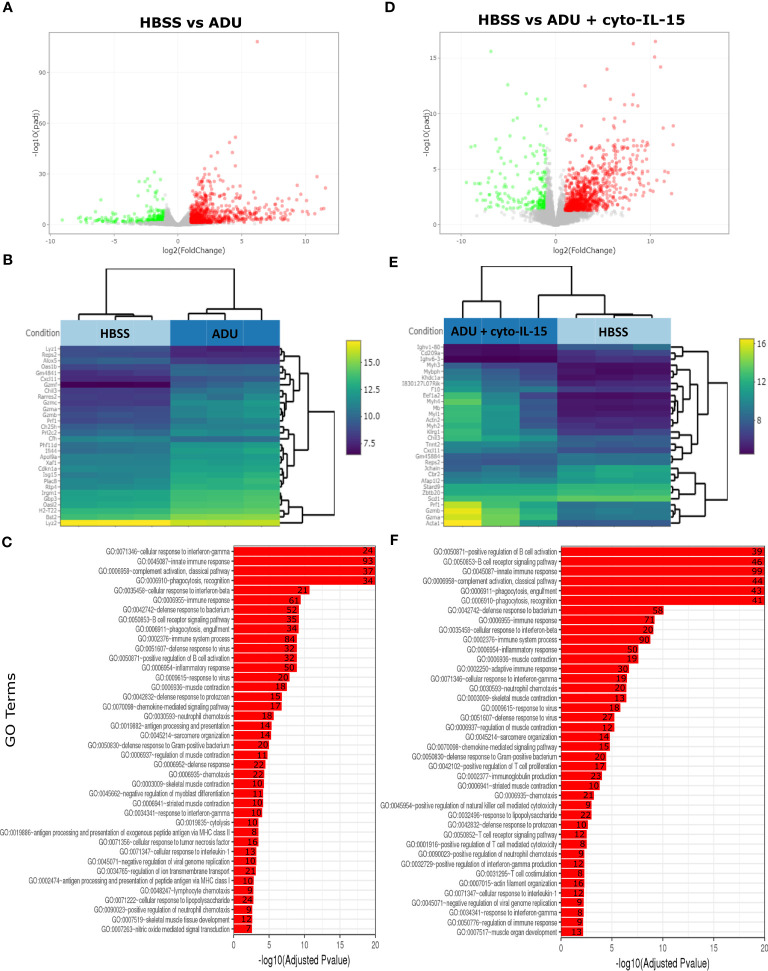
Treatment with ADU-S100 induces significant changes in gene expression in TRAMP-C2 prostate tumors. Differential gene expression analysis followed by gene ontology analysis between tumors treated with HBSS (control) versus ADU (left panel), and HBSS versus combination of ADU with cyto-IL-15 (right panel) (*n* = 3/cohort). **(A)** Volcano plots mapping the fold changes against adjusted p-values (padj) highlighting significantly differentially expressed genes. Upregulated significant genes are indicated by red dots (padj < 0.05 and log2 fold change >1), downregulated significant genes are green (padj < 0.05 and log2 fold change <-1), and non-significant genes are grey. **(B)** Bi-clustering heatmaps of the log2-transformed expression values in each sample showing the expression profiles of the top 30 differentially expressed genes. Blue colors indicate lower, while yellow colors indicate higher relative expression. **(C)** Gene ontology (GO) of the top 20 enriched functions ranked based on their log2-transformed p-value (< 0.05) for each of the comparisons. The size of a bubble represents the percentage of functional genes covered, while numbers next to the bars indicate the number of significantly DEG involved in each biological process.

The gene ontology analysis showed a major immune activation with differentially expressed genes in both HBSS versus ADU-S100 and HBSS versus combination comparisons being involved in processes related to immune response, such as cellular response to IFN-γ and IFN-β, innate immune response, complement activation, immune and inflammatory responses, positive regulation of B cell activation, chemokine signaling pathway (**Figures 6C, F**). 

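With ADU-S100, genes of MHC class I presentation, of chemokines and of part of the complement system rose, whereas most B cell genes and most immunoglobulin variable genes had lower means than in HBSS-treated tumors. Of 18 genes of MHC class I presentation, which shows peptides to CD8+ T cells, 11 rose and none fell (the same count when adjusted over the list alone), such as B2m, the light chain of class I molecules (1.19 ± 0.12, log2 fold change ± standard error), and the paralogs H2-Q4 (1.51 ± 0.15) and H2-Q6 (2.19 ± 0.23), which may share reads. Of 30 chemokine genes, 10 rose and 1 fell (15 and 3 when adjusted over the list alone). Ccl4 had a log2 fold change of 2.11 (standard error 0.23, adjusted p = 0.00245 from edgeR), Ccl7, which draws monocytes through CCR2, 1.74 (adjusted p = 0.00323), and Ccl17, a chemokine of dendritic cells, fell (-2.20, adjusted p = 0.0349). Of 22 complement genes, 6 rose and 2 fell (9 and 2 when adjusted over the list alone). Cfp, which encodes properdin, the stabilizer of the C3 convertase, rose (1.66 ± 0.17), as did the anaphylatoxin receptor C5ar1 (1.33 ± 0.18) and Cd55, which dissolves convertases on the cell surface (1.82 ± 0.26). Of 17 B cell genes, 5 fell and 1 rose (10 and 1 when adjusted over the list alone). Those that fell include Cd22, an inhibitory receptor of B cells (-1.45 ± 0.21), Ighd, the constant region of IgD (-1.61 ± 0.31), and Cd79b, a signaling chain of the B cell receptor (-1.29 ± 0.26), while the coreceptor Cd72 rose (1.37 ± 0.26; -0.30 in the fit of 12 tumors with a muscle covariate). Of 70 immunoglobulin variable genes 9 fell, and 17 when adjusted over the list alone, with a median of -3.12, and of 16 plasma cell genes 1, Irf4, fell (-1.21 ± 0.27). Both lists were written because of the paper's tables and are not independent evidence, and variable genes are near-identical families whose counts are uncertain. By limma's fry the adjusted p was 0.00577 for MHC class I and 0.00620 for chemokines, both upward (0.0576 as an adjusted p by camera with an estimated correlation for each), 0.0294 upward for complement (0.147 by camera), 0.0294 downward for B cells (0.146 by camera) and 0.0302 downward for variable genes (0.118 by camera). Immunoglobulin genes took 0.0600 to 0.132% of counts in the HBSS group, 0.00417 to 0.0374% in the ADU-S100 group and 0.00809 to 0.0223% in the combination group. Between HBSS and the combination, no gene of these lists passed over all genes by edgeR. Adjusted over each list alone, 11 of 18 class I genes, 13 of 30 chemokine genes and 3 of 23 complement genes were higher, while 7 of 17 B cell, 10 of 16 plasma cell and 33 of 62 variable genes were lower. The plasma cell and variable gene lists moved downward by limma's fry (adjusted p = 0.0131 for each; adjusted p = 0.0728 by camera with an estimated correlation). Ighv5-4, Igkv14-100 and Igkv2-109 had no count in any combination tumor and 224, 170 and 84 counts in the HBSS group, which makes them at least 68.5-fold, 52-fold and 25.7-fold lower against a floor of 3 counts over the group. These 3 genes were chosen because they had no count.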

Positive regulation of NK-mediated cytotoxicity and T cell-mediated cytotoxicity were also among the top enriched functions in the HBSS versus combination comparison. 

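NK cells carry receptors of the Klr families and Ncr1, and T cells carry CD3 and the T cell receptor. NK cell genes and cytotoxic granule genes were higher with ADU-S100, and reached their highest levels in combination-treated tumors, where the spread between tumors was wide. Of 25 NK cell genes, 21 rose with ADU-S100 and none fell (22 rose when adjusted over the list alone), such as Klrb1c, the antigen NK1.1 (2.02 ± 0.19, log2 fold change ± standard error), Klrd1, the CD94 chain of inhibitory and activating receptors (2.19 ± 0.24), and Klrg1, a marker of mature effector cells (3.95 ± 0.42), while Klra7 (2.58 ± 0.25) belongs to a family of near-identical paralogs. Of 17 granule genes, 13 rose and none fell (14 rose when adjusted over the list alone), among them Srgn, the proteoglycan that packs the granules (1.49 ± 0.13), and Gzmf (10.76 ± 0.77), which had 0.0119 ± 0.0111 CPM (SD, n = 3) in the HBSS group and shares near-identical sequence with Gzmd, Gzme and Gzmg. Of 23 T cell genes, 4 rose with ADU-S100 and none fell (6 rose when adjusted over the list alone). They are Zap70 and Lck, kinases of the T cell receptor (1.21 ± 0.26 and 1.09 ± 0.26), Cd8b1, a chain of the CD8 coreceptor (1.25 ± 0.28), and Trbc1, a constant region of the receptor (1.26 ± 0.27). All 4 turned negative in the edgeR fit of 12 tumors with a muscle covariate, Zap70 to -0.61, Lck to -0.71, Cd8b1 to -0.50 and Trbc1 to -0.94. The muscle level did not overlap between HBSS-treated and ADU-S100-treated tumors, so that fit cannot well separate muscle from treatment. By limma's fry the adjusted p was 0.00370 for the NK cell list, 0.00419 for the granule list and 0.133 for the T cell list, and by camera with an estimated correlation the adjusted p was 0.0576, 0.0502 and 0.467. Between HBSS and the combination, 23 of 25 NK cell genes, 16 of 17 granule genes and 20 of 23 T cell genes were higher when adjusted over the list alone, with median log2 fold changes of 3.69, 3.99 and 1.89. None passed over all genes by edgeR, DESeq2 called 23, 11 and 17 of them, and the adjusted p by limma's fry was 0.103 for the NK cell list, 0.103 for the granule list and 0.130 for the T cell list. Without tumor 28LL, edgeR called 17 NK cell, 9 granule and 1 T cell genes. The mean log2 level of the NK cell list was 1.01 to 1.33 in the HBSS group, 2.37 to 2.73 in the ADU-S100 group, and 2.59, 3.64 and 5.13 in combination tumors 20L, 22 and 28LL. In the cyto-IL-15 group it was 2.79 in tumor 9R, 1.49 in tumor 13 and 3.08 in tumor 20LL.

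**Figure D4:**
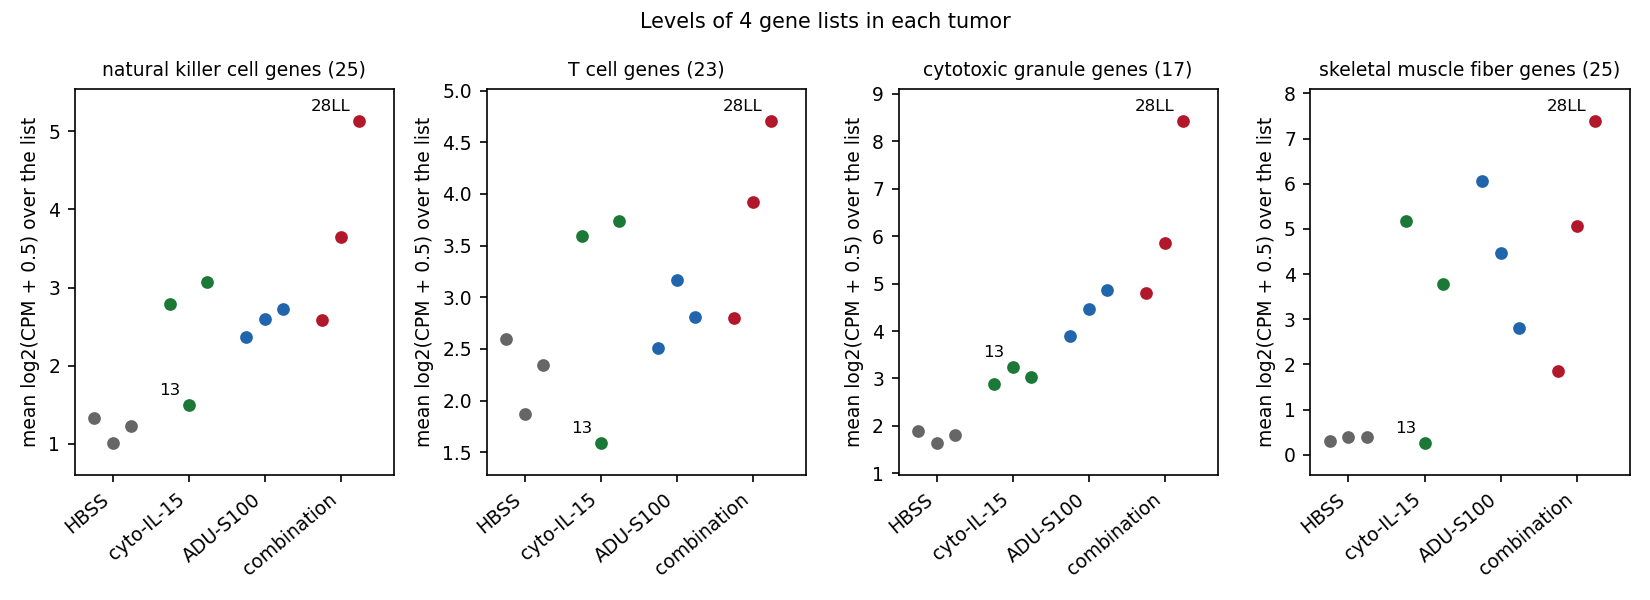
Mean log2(CPM + 0.5) of NK cell, T cell, cytotoxic granule and skeletal muscle fiber genes (vertical axis, number of genes in brackets) in each tumor, by treatment group. Tumors 13 and 28LL are labelled, and tumor 28LL is the highest of all 12 tumors in each panel, at 8.42 for the granule genes.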

Gene ontology analysis for the rest of the comparisons are shown in **Figures S4, S5** (**Supplementary File 1**). A list of all the differentially expressed genes involved in each GO function in all comparison sets is provided in **Supplementary File 3** (SF3_GO_analysis).

## Discussion

In the current study, the membrane-localizing cyto-IL-15 was combined with the STING agonist ADU-S100, and their efficacy was investigated in both syngeneic and humanized prostate cancer murine models. Our key findings indicate that the two agents acted synergistically to prolong mouse survival by delaying tumor growth or eliminating tumors in 58-67% of mice treated with the combination depending on tumor model. Moreover, treatment combination induced curative abscopal immunity in 50% of mice with bilateral tumors and offered long lasting immunity upon tumor rechallenge in 83% of mice previously cured by the combination treatment. The observed topical and systemic effects were due to a significantly enhanced immune response after combination treatment as measured in tumors, blood and spleens of treated mice, leading to induction of cell death.

Previous studies have demonstrated the impact of using IL-15 in combination immunotherapies for cancer. Combination of anti-PD-L1 antibodies with the IL-15 superagonist ALT-803 (N-803) led to additive effects in murine models of colon and breast cancer (31). In a phase I clinical trial, in patients with non-small cell lung cancer, combination of ALT-803 with nivolumab led to objective responses in 29% of the patients (32). Triple combination of IL-15 with antibodies to PD-L1 and CTLA-4 increased antitumor efficacy and prolonged survival of mice with colon and prostate tumors compared to monotherapies (33, 34). A phase I trial using rhIL-15 with nivolumab and ipilimumab is currently ongoing in patients with treatment-refractory and metastatic solid tumors (NCT03388632). Trials combining IL-15 with avelumab (anti-PD-L1) are also underway in patients with renal cell cancer and mature T-cell lymphoma (16). Our group has demonstrated the augmented efficacy of cyto-IL-15 compared with non-modified IL-15 used as monotherapy or in combination with membrane localizing inhibitory antibodies for CTLA-4 and PD-L1 (cyto-abs). Cyto-IL-15 alone or in combination with cyto-abs, administered intratumorally in subcutaneous prostate tumors in mice, delayed tumor growth and increased survival by expanding the infiltration of NK and CD8^+^ T cells in the tumors leading to tumor necrosis (12).

Since combination of checkpoint inhibitors with cyto-IL-15 did not lead to additional anti-tumor activity, we sought to investigate new combinations to improve the efficacy of cyto-IL-15. In an *in vitro* prostate cancer-lymphocyte co-culture model, we have shown that IL-15 combined with a STING agonist led to enhanced cancer cell killing due to activation of NK cells (23). In the present study, cyto-IL-15 combined with the STING agonist ADU-S100 led to significant anti-tumor efficacy and survival benefits in murine prostate cancer models. This combination regime was curative and offered both abscopal and long-lasting immunity to the majority of treated mice. The combination of STING agonists with anti-PD-1 therapy led to anti-tumor efficacy in a melanoma murine model (35). Furthermore, combination of ADU-S100 with PD-L1 and OX40 modulators enhanced clearance of breast tumors in mice (20). Ager et al. have shown that antibodies for PD-1, CTLA-4, and 4-1BB combined with a STING agonist can lead to bilateral tumor regression in 75% of mice with subcutaneous prostate tumors (36). Several STING agonists are currently in clinical trials, including ADU-S100, alone or in combination with checkpoint inhibitors (22). However, the clinical data have not been very promising so far in terms of survival benefit and disease regression. In a phase Ib trial, ADU-S100 combined with spartalizumab (anti-PD-1) led to partial responses only in PD-1–relapsed/refractory melanoma and PD-1-naïve triple negative breast cancer patients (37). Combination of STING agonists with cyto-IL-15 might be able to overcome this impediment without the need of combining three or four treatment agents, which could lead to increased toxicities.

To minimize systemic adverse effects, ADU-S100 and cyto-IL-15 were injected intratumorally. The membrane-localizing property of cyto-IL-15 required intratumoral injection for the agent to exert its potential in its entirety. However, being able to initiate not only local, but also abscopal immunity is crucial for intratumoral therapies. A previous study has shown that treatment with STING agonist monotherapy can lead to regression of uninjected melanoma tumors (38). Moreover, STING agonist combined with checkpoint modulation has been shown to elicit abscopal immunity against distal prostate tumors in mice (36). In the present study, ADU-S100 monotherapy also led to abscopal immunity but the effect was augmented with the combination. Our study is the first to our knowledge to demonstrate abscopal effects in mice with bilateral prostate tumors treated on a single site with a combination of a STING agonist (ADU-S100) and a cytokine (cyto-IL-15).

Intratumoral administration of cyto-IL-15 and ADU-S100 eliminated off-target toxicities. No weight loss was observed when these agents were used alone or in combination. However, intratumoral injection of STING agonist led to a skin ulceration at the injection site. Similar tissue pathology has been reported with other STING agonists/cyclic dinucleotides and the effect was found to be dependent on dose and tumor size (36). Adjusting and lowering the ADU-S100 dosage should be considered in the future to minimize such adverse effects. Lower doses of STING agonists might also be more beneficial as very high tumor-ablative doses can compromise T cell responses (38). Localized STING agonist administration have been previously shown to cause intratumoral hemorrhagic necrosis in a murine model of pancreatic cancer, which was associated with STING-mediated induction of TNF-α (39). Similarly, in our study significant production of TNF-α in tumors treated with ADU-S100 alone or in combination was reflected on the increased degree of intratumoral necrosis observed in the same tumors, with the amount of TNF-α being proportional to the extent of necrosis.

To investigate the mechanisms that drove the local and abscopal responses observed in the treated mice, cytokine induction was measured in blood plasma and in tumors. CCL2, CXCL10, IL-6, IFN-α and IFN-γ release was increased both in plasma and tumors of mice treated with the combination regime. However, activation was more profound inside the tumors with increases in CCL5, CXCL1, GM-CSF, IL-1β, IFN-β and TNF-α. ADU-S100 administered as monotherapy had a significant effect on release of CXCL1, IFN-β, IFN-γ, and TNF-α, but only intratumorally not systemically, which could explain the slightly reduced abscopal anti-tumor effects seen in mice treated with ADU-S100 alone. Induction of type I interferons was anticipated after treatment with the STING agonist and induction of IFN-γ could be due to the increase of NK and cytotoxic T cells after combination treatment as cyto-IL-15 can increase NK and CD8^+^ T cells proliferation and activation, whereas STING agonists can increase NK cell cytotoxicity and T cell priming by DC cells (11, 19). Moreover, the findings indicate that the presence of cyto-IL-15 augmented the capability of the STING agonist to induce type I interferons, especially IFN-α. Type I IFNs promote the DC stimulatory capacity towards CD8^+^ T cells and the migration of NK and CD8^+^ T cells towards tumors, throught induction of chemokines such as CXCL10 (40).

The combination of cyto-IL-15 with ADU-S100 increased the release of IFN-γ, which is in agreement with our previous *in vitro* findings (23). This could be due to the increased IL-15Rα expression in tumors treated with the combination regime. Since IL-15Rα expression was lower in tumors treated with cyto-IL-15 alone, we can assume that STING agonists, like ADU-100, augment the potential of IL-15 by increasing expression of the IL-15 receptor, IL-15Rα. This could also explain the synergistic anti-tumor effects observed in mice treated with the combination. Increasing the expression of IL-15Rα receptor could also increase transpresentation of IL-15, which is known to generate and maintain homeostasis of memory CD8^+^ T cells, hence leading to long-lasting T cell-mediated immunity (41).

To interrogate the systemic immune activation and understand what drove abscopal immunity and immunoprotection, the immune cell composition was measured in spleens from treated mice. Treatment with cyto-IL-15 and ADU-S100 combination led to an expansion of B cells, CD8^+^ T cells, NK and NKT cells. Moreover, it enhanced the proliferative and cytotoxic capabilities of T cells as indicated by increased Ki67^+^ and perforin^+^ CD8^+^ T cells. Upregulation of NK and CD8^+^ T cells is in line with the mechanism of action of IL-15. However, a decrease in the DCs, macrophages, CD4^+^ T cells, IFN-γ^+^ CD8^+^ T and IFN-γ^+^ NK cells populations was seen after treatment with ADU-S100 or combination. This could potentially be due to homing of these cells from the spleen to the tumor. A study in melanoma patients suggested that therapy-associated migration of antigen-reactive T cells from the periphery towards the tumor is associated with prolonged overall survival, and hence is crucial for successful therapy (42). To examine the immune composition inside the tumors, we prepared single cell suspensions from non-necrotic areas of TRAMP-C2 tumor collected from treated mice at day six after treatment. Suspensions were frozen (FBS with 10% DMSO) to be analyzed together; unfortunately, cells collected from mice treated with ADU-S100 or combination did not survive the freezing process, whilst cells from vehicle or cyto-IL-15 treated mice were alive. We hypothesized that most of the cells in tumors treated with ADU-S100 or combination were already in a late apoptotic phase when collected, and this combined with freezing resulted in their death. The increased degree of late apoptotic cells was evident in the histological analysis of these tumors as indicated by increased cleaved caspase-3 staining, a late apoptotic marker.

Hence, the tumor microenvironment was investigated using sequencing of RNA extracted from treated TRAMP-C2 tumors. Cyto-IL-15 as monotherapy led to a small number of genes being differentially expressed which might appear to be in contradiction to our previous findings (12). However, as shown previously, cyto-IL-15 exerts its anti-tumor effects approximately 14 days after treatment and samples in that study were collected at survival endpoint (~28 days post-treatment), whereas the tumors in the present study were collected only at 6 days post-treatment. RNA sequencing showed a very strong immune activation in tumors treated with ADU-S100 or combination, with upregulation of genes involved in expression of perforin and granzymes, which induce cytotoxicity and cell death mediated by cytotoxic T lymphocytes and NK cells (43). Moreover, the differentially expressed genes belonged to pathways regulating B cell activation, complement activation, innate and adaptive immune responses, chemokine signaling, T cell and NK cell mediated cytotoxicity and cellular responses to IFN-β and IFN-γ. Several previous studies have demonstrated that STING activation using agonists promotes priming and activation of T cells, tumor infiltration and cancer killing by T cells (44). A study has also shown that stimulation of STING by CDNs leads to autonomous activation of B cells in *in vitro* and *in vivo* models (45). In agreement with our findings, a study in preclinical mouse models has shown that induction of type I IFNs through STING activation, results in tumor rejection by enhancing NK cell activation and cytotoxicity either directly or by upregulating IL-15 and IL-15Rα receptors (46). A study in murine models of melanoma has also shown that while STING agonists can lead to regression of injected tumors, treatment of IL-15Rα−/− knockout mice with STING agonists had no effect on distant secondary tumors; hence, STING-mediated abscopal immunity required expression of IL-15 (47).

One of the limitations of our study was that due to the high degree of cell death in tumors treated was ADU-S100 (alone or in combination), it was not possible to isolate single cell suspensions from these samples to analyze the immune cell composition and activation, and measure antigen-specific T cell responses. Hence, in future studies lower doses of ADU-S100 should be used to reduce the amount of cell death and eliminate the uncreative pathology observed in the tumors. Moreover, it would be interesting to investigate whether the immunity observed with our treatment combination is tumor-specific or could lead to elimination of any tumor type, by using for example a bilateral model where the primary tumor is prostate, whereas the distal flank is injected with a different tumor. An orthotopic prostate cancer model, where tumor cells are injected directly into the prostate could also be used to represent primary tumors and allow for a better understanding of the prostate tumor microenvironment.

In conclusion, our study evaluated the combination of the membrane localizing cyto-IL-15 with the STING agonist ADU-S100 both administered intratumorally, in three different murine prostate cancer models. We have demonstrated that the two treatments acted synergistically in generating curative responses in the majority of treated animals and offered long-lasting immunity and protection against future tumors by generating effective topical and systemic immune responses. No toxicities were observed apart from the ulcerative pathology at the injection site caused by ADU-S100, which was resolved after approximately two weeks. Hence, this study highlights the curative potential of combining cyto-IL-15 with STING agonist immunotherapies in treating preclinical tumors. This combination regime, by activating both innate and adaptive immune responses, could provide great therapeutic benefit in patients with tumors of low immunogenicity, such as prostate cancer.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI via accession ID GSE199704. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE199704).

## Ethics statement

The animal study was reviewed and approved by the Animal Welfare Ethical Review Body (AWERB) Committee of King’s College London, UK and by the Home Office, UK under Project Licence Number (PPL) P731DA7F1.

## Author contributions

EP designed and performed experiments, analyzed and interpreted data, wrote the manuscript, and obtained funding. AE performed experiments. PD obtained funding and contributed to concept design. CG created study, designed experiments, and obtained funding. All authors reviewed the manuscript and approved the final version.

How the deposited data were processed for this re-analysis (not part of the article)

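RNA was measured by sequencing in 12 subcutaneous TRAMP-C2 tumors, 3 from mice treated with HBSS, 3 with cyto-IL-15, 3 with ADU-S100 and 3 with the combination, collected on day 6. According to the processing notes that the authors deposited, the tools were bcl2fastq 2.20, Trimmomatic 0.36, STAR 2.5.2b, featureCounts of Subread 1.5.2 and DESeq2, and the builds GRCm38 and mm10 are both named, without the order or role of each. The deposited files hold whole-number counts of reads for each Ensembl gene, with 1 file for each tumor in the layout that featureCounts writes, and they were used as raw counts, which the values fit. The strand setting, the treatment of reads that map to several places and the annotation release are given neither in these notes nor in the paper's main text, and the supplementary description of the authors' bioinformatics methods was not used here, so counts of near-identical paralogs (granzymes Gzmd, Gzme, Gzmf and Gzmg, Klra genes, Prl2c genes, Lyz1 and Lyz2, H2-Q and H2-T genes, Apol9a and Apol9b, immunoglobulin variable genes) are uncertain. Of 49315 gene identifiers, 49056 were found in the GENCODE M21 annotation, 44858 of them at the same coordinates, and 48970 were given a symbol.

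Total counts ranged from 48772204 to 103700199 per tumor. The precision that this depth and the 3 tumors per group give is best seen in the biological coefficient of variation of each comparison, which was 0.419 for HBSS against cyto-IL-15, 0.242 for HBSS against ADU-S100, 0.387 for HBSS against the combination, 0.422 for cyto-IL-15 against ADU-S100, 0.522 for cyto-IL-15 against the combination and 0.400 for ADU-S100 against the combination.

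The 6 pairwise comparisons of Table 1 were each fitted on their own 6 tumors in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr with its minimum count of 10 and minimum total of 15, estimateDisp, robust quasi-likelihood fit and F test, Benjamini-Hochberg adjustment). A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change above 1. The interaction, which asks whether the difference between the combination and ADU-S100 departs from the difference between cyto-IL-15 and HBSS, was fitted on all 12 tumors. Levels of single genes and mean levels of lists are in TMM-normalized CPM over the 12 tumors, whereas percentages of counts, the muscle ratio and the runs of neighbouring genes use CPM of the library total, with 0.5 CPM added before log2.

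A total of 33 gene lists was written before the data were examined: type I interferon-stimulated, interferon-γ-inducible, MHC class I, MHC class II, cytotoxic granule, natural killer cell, T cell, regulatory T cell and checkpoint, B cell, plasma cell, complement, cytokine panel, interleukin-15 axis, STING pathway, neutrophil, inflammatory monocyte, resident-type macrophage, pan-macrophage, dendritic cell, cell death, proliferation, hypoxia, skeletal muscle fiber, muscle regeneration, endothelial, pericyte, fibroblast and matrix, adipocyte, keratinocyte, epithelial tumor, red blood cell, chemokine and immunoglobulin variable genes. Of these, 6 were written because of the tables of the paper: skeletal muscle fiber, muscle regeneration, pericyte, resident-type macrophage, plasma cell and immunoglobulin variable genes. Ahsp of the red blood cell list is not in the files. For each list and comparison, the called genes were counted over all tested genes and again with p adjusted over the list alone, and limma 3.58.1 gave the rotation test fry (on balance one way, and in either direction) and the test camera with an estimated correlation between genes, adjusted over the lists of a comparison. Neither test of fry compares a list with the other genes.

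The genes named in the text follow a rule set before the data were examined, when the values in the supplementary tables of the paper had been seen. It takes every gene that the paper names in its RNA sequencing results and the genes of its cytokine panel and Il15ra, in each comparison the 10 higher and 10 lower called genes with the smallest p among genes with a mean of at least 1 CPM, from each list up to 4 called genes with the smallest p, and for the interaction the 10 genes with the smallest p. A gene outside this rule is marked in the text as chosen after its values were seen.

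Alternatives set before the data were examined were the Wald test of DESeq2 1.42.0 on the 6 tumors and on all 12, edgeR with all 12 tumors in one fit, with RLE size factors, with no filter on low counts, without the muscle lists, with all 12 tumors and the mean level of the muscle fiber list as a covariate, with no fold-change threshold, and without each tumor in turn. Alternatives chosen after the data were seen were an edgeR fit of the 10 tumors other than cyto-IL-15 tumor 13 and combination tumor 28LL, limma voom with and without a quality weight per tumor, and the likelihood ratio test of edgeR. Tumors were also regrouped in all 10 splits of a comparison, and in 100 drawn groupings for the interaction. Single values were compared by exact permutation tests, and tables and figures were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

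The procedure was tested on simulated data with 200 changed genes. With the spread of HBSS against cyto-IL-15 it recovered 44% of genes with an absolute log2 fold change of 1.5 and 86% of those with 3 by edgeR, with 10 false among 140 calls, and 66% and 97% by DESeq2, with 98 false among 261 calls. With the spread of HBSS against ADU-S100 it recovered 83% and 98% by edgeR, with 14 false among 195 calls. By DESeq2 it recovered 95% and 99%, with 35 false among 229 calls. Whether these rates hold where a tumor stands apart from its group was not tested. In the real tumors of HBSS and cyto-IL-15, edgeR called 0 genes, and 179 without tumor 13. The gene ontology terms of the paper were not recomputed, since the tables held here are incomplete, and the gene list here of HBSS against the combination holds 1140 of the paper's 1,141 genes, so the genes of that comparison are set beside the 1140. All 12 tumors were kept, including the 2 that stand apart.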

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

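The tests in this part were chosen after the result was seen, except the correlation of the muscle lists, which was set before. Each result is a level in a single tumor above that of every HBSS-treated tumor, and the paper does not discuss Yap1, Met or muscle in its text.

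In cyto-IL-15 tumor 13, Yap1 had 36330 CPM and Met, which encodes the receptor of hepatocyte growth factor, 6894 CPM, and Yap1 was high in HBSS tumor 22LL (5079 CPM) and combination tumor 28LL (1144 CPM) too, against 97.6 to 145.3 CPM in the 9 others. Met lies in a run of 9 neighbouring genes on chromosome 6 from 17058806 to 17943025, each at least 4-fold above the other tumors (median log2 difference 4.28, range 3.41 to 5.09), with Tfec at 0.67 before it and Cttnbp2 at -1.11 after it. Such a block is consistent with a gained chromosome segment, a hypothesis found and tested on the same data, but clustered genes that are expressed together give such runs as well, as 10 genes from Cma1 to Gzmb do in combination tumor 28LL (median 7.30). A gain that spans the neighbours of Yap1 is argued against, since the genes within 500 kb of it had a median log2 difference of -1.07 (Gm45494, next to Yap1, had 6.09, so a narrower gain stays open), and so is keratinocyte RNA, since Krt5, Krt15, Krt17, Dsp and Lor reached at most 0.371 CPM beside 50.3 CPM of Krt14. A mislabelled sample or cells of another origin stay open and were not tested.

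In combination tumor 28LL, Gzmb had 2313 CPM, and NK cell genes lay a median of 2.09 on the log2 scale above the 2 other combination tumors. A lower share of tumor cells with no change among the other cells is argued against, as the medians of 8 cell type lists spread over 3.31, from -0.57 for fibroblast and matrix genes to 2.74 for neutrophil genes. A few genes taking most of the counts is argued against as well, since the 10 largest genes held 5.12% of counts. The 90 genes that were at least 16-fold lower in tumor 13 had a median log2 difference of -2.04 in 28LL, so fewer TRAMP-C2 cells of the usual kind may go with its immune genes. A stronger response to the combination in this tumor stays open, and 3 tumors per group cannot tell it from a difference between animals.

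In combination tumor 28LL, skeletal muscle fiber genes took 0.729% of counts, and by the mean level of the list 8 of the 9 treated tumors lay above every HBSS tumor. Muscle of one make-up in varying amounts is argued against for the 2 tumors with the least fiber RNA, since the ratio of regeneration to fiber genes ran from 1.48% in cyto-IL-15 tumor 20LL to 15.0% (15.02) in ADU-S100 tumor 22LR and 43.0% (42.95) in combination tumor 20L, a 29.0-fold range, but it stays open for the 6 others, which reached at most 4.95%. Over the 9 treated tumors the fiber and regeneration lists rose together (Spearman's rho 0.783, exact permutation p = 0.0172; Pearson's r 0.799, exact permutation p = 0.00909; rho 0.643 and r 0.577 without tumors 13 and 28LL), which is consistent with muscle tissue within the samples in varying amounts. Both lists were written because of the paper's tables, and the share of muscle taken at dissection cannot be separated here from an effect of treatment on muscle beside the tumor, which was not tested.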

How the results depend on the processing

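The 10-tumor fit, limma voom and the likelihood ratio test (LRT) were chosen after the data were seen. Counts of DEGs under an alternative stayed within 1.5 times the reported count in 86 cases and moved in 43. The cause was not tested in any that moved. Most of the 86 are a count of 0 beside a reported 0, the interaction included. For the reported 667 and 16, more alternatives moved the count than kept it. The moved counts follow, for a reported 0 between HBSS and cyto-IL-15, 667 between HBSS and ADU-S100, 0 between HBSS and the combination, 16 between cyto-IL-15 and ADU-S100, 0 between cyto-IL-15 and the combination and 0 between ADU-S100 and the combination, in this order. DESeq2 on 6 tumors gave 119, 1121, 1156, 270, 111 and 4, and DESeq2 on 12 tumors 61, 326, 1065, 195, 439 and 15. EdgeR on 12 tumors gave 0 between HBSS and ADU-S100 and 4 between cyto-IL-15 and ADU-S100, and with a muscle covariate 2 between HBSS and ADU-S100. With RLE size factors it gave 6 between cyto-IL-15 and ADU-S100, and with no fold-change threshold 1170 between HBSS and ADU-S100. With no filter on low counts it gave 1 (cyto-IL-15) and 14 (combination) against HBSS and 73 between cyto-IL-15 and ADU-S100. Without 1 tumor in turn the range was 0 to 179 (179 without tumor 13) between HBSS and cyto-IL-15, 325 (without HBSS 22R; 330 without 19, 335 without 22LL) to 624 between HBSS and ADU-S100, 0 to 247 (247 without 28LL) between HBSS and the combination, and 0 to 206 (206 without 13) between cyto-IL-15 and ADU-S100. The 10-tumor fit gave 32 (cyto-IL-15) and 316 (combination) against HBSS, 233 between cyto-IL-15 and ADU-S100 and 52 between cyto-IL-15 and the combination. Voom with weights gave 2 and 877 against HBSS for the same treatments and 191 between cyto-IL-15 and ADU-S100. The LRT gave 38, 1137, 891, 189 and 57 in the first 5 comparisons. The interaction was 0 by edgeR (461 genes at an unadjusted p under 0.05) and under every alternative fitted for it, DESeq2 included (752). The fit without the muscle lists was not made for the interaction.

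Named genes kept their side of the threshold in 3467 cases, lost the call in 423, gained it in 151 and reversed in 9. A gene that neither fit called was counted among the 3467 whatever its sign, so direction was compared for called genes only. All 9 reversed between HBSS and ADU-S100 with the muscle covariate. Their log2 fold changes became -0.10 (Casq1), -0.30 (Cd72), -0.50 (Cd8b1), -0.45 (Fasl), -0.19 (Il2rb), -0.71 (Lck), -0.64 (Thy1), -0.94 (Trbc1) and -0.61 (Zap70), and the cause was not tested. The mean log2 level of the muscle fiber list was 0.32 to 0.40 in HBSS tumors and 2.81 to 6.05 in ADU-S100 tumors. With no overlap, that fit cannot well separate muscle from treatment. Counts within lists stayed within 1.5 times in 353 cases and moved in 327. Camera in place of fry kept 164 set tests and lost 34. The 34 are all the tests with an adjusted p under 0.05 by fry, and none had one by camera. The 164 passed by neither test. Depth, at least 48772204 counts per tumor, limits mainly genes near 0 counts, such as variable genes. No paired analysis was made. No 2 groups share more than 1 of the numbers in the sample names (22 in HBSS, ADU-S100 and the combination, 20 in cyto-IL-15 and the combination). What a number marks is not stated. A block on it was not fitted and would leave at most 1 residual degree of freedom.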

Differences from the paper's values

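All counts below use the paper's thresholds, an adjusted p under 0.05 and an absolute log2 fold change above 1, except the alternative with no fold-change threshold. The reported counts here come from edgeR's quasi-likelihood test, and the paper's methods name a Wald test, as DESeq2 uses. Agreement means within 1.5 times, and alternatives not named for a count differ from the paper's value as well.

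Between HBSS and cyto-IL-15 the paper gives 96 DEGs, 72 higher and 24 lower, and here edgeR called 0, 0 higher and 0 lower (706 genes at an unadjusted p under 0.05). Of the alternatives set before the data were examined, DESeq2 on the 6 tumors falls within the paper's values with 119, 96 higher and 23 lower, and DESeq2 on 12 tumors does so for the lower genes, with 22, but not for the total of 61. All others differ. Of the paper's 96 genes, 84 were tested here, and all 84 had the same sign and an unadjusted p under 0.05. Settings that call some of the paper's genes are DESeq2 on the 6 tumors (88), DESeq2 on 12 tumors (39), leaving out tumor 13 (48), no low-count filter (1) and, chosen after seeing the values, the 10-tumor fit (8, dropping 88), voom with weights (2, dropping 94) and the likelihood ratio test (35, dropping 61).

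Between HBSS and ADU-S100 the paper gives 1,040 DEGs with 307 lower, and here edgeR called 667 with 147 lower. Within the paper's values fall DESeq2 on the 6 tumors (1121 and 338), no low-count filter (997 and 304) and no fold-change threshold (1170 and 456), and the other alternatives set before differ. Of settings chosen after seeing the values, the likelihood ratio test reached 1137 and 333 and drops 113 of the paper's 1,040 genes, and voom with weights reached 779 and 215 and drops 387. Of the paper's genes, 988 were tested here, all with the same sign, 979 had an unadjusted p under 0.05, and 640 of the 667 genes called here are among them.

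Between HBSS and the combination the paper gives 1,141 DEGs, 921 higher and 220 lower, and here edgeR called 0, 0 higher and 0 lower (3374 at an unadjusted p under 0.05). DESeq2 on the 6 tumors falls within the paper's values with 1156, 934 and 222, and DESeq2 on 12 tumors for the total and the higher genes with 1065 and 939, but not for the lower with 126. The others set before differ, although no low-count filter calls 14 genes and leaving out tumor 28LL 247. Chosen after seeing the values, the likelihood ratio test reached 891, 721 and 170 and drops 324 of the 1140 genes of the paper held here, and voom with weights reached 877 and 272 lower, but 605 higher, and drops 481. The 10-tumor fit, also chosen after, called 316 and drops 870.

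Between cyto-IL-15 and ADU-S100 the paper gives 259 DEGs, 207 higher and 52 lower, and here edgeR called 16, 16 higher and 0 lower. The paper's values are met by DESeq2 on the 6 tumors (270, 209 and 61). Leaving out tumor 13 (206, 143 and 63) does so too, and DESeq2 on 12 tumors does for the total of 195 and the lower 73 but not for the higher 122. The other alternatives set before differ. Chosen after seeing the values, voom with weights reached 191, 148 and 43 and drops 116 of the paper's 259 genes, the likelihood ratio test reached 189 and 160 higher, but 29 lower, and drops 87, and the 10-tumor fit reached 233 and 149 higher, but 84 lower, and drops 148. All 16 genes called here are among the paper's.

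Between cyto-IL-15 and the combination the paper gives 117 DEGs, 98 higher and 19 lower, and here edgeR called 0, 0 higher and 0 lower (926 at an unadjusted p under 0.05). DESeq2 on the 6 tumors falls within the paper's total and higher genes with 111 and 100, but not the lower with 11, and the others set before differ, DESeq2 on 12 tumors with 439 included. Chosen after seeing the values, the likelihood ratio test called 57 and drops 63 of the paper's 117 genes, and the 10-tumor fit called 52 and drops 91.

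Between ADU-S100 and the combination the paper gives 12 DEGs, 5 higher and 7 lower, and here edgeR called 0, 0 higher and 0 lower (802 at an unadjusted p under 0.05). DESeq2 on 12 tumors falls within the paper's total with 15, but with 13 higher and 2 lower, and DESeq2 on the 6 tumors differs with 4, 0 higher and 4 lower. The others set before gave 0 and differ. Of the paper's 12 genes, 4 were called by DESeq2 on the 6 tumors and 5 by DESeq2 on 12.

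The log2 fold changes of Cxcl11, Gzma, Gzmb, Prf1, Ifi44, Irgm1 and Xaf1 lie within 1 standard error of the paper's wherever the paper's tables list them.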

Other observations

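The tests of other splits of the tumors were set before the results they measure, and the values on the skin keratins and the run of genes in HBSS tumor 22LL were looked up after the data were seen.

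Of 17 genes of the cytokine panel that the paper measured as protein, 12 passed the filter on low counts between HBSS and ADU-S100. Ifnb1 and the interferon-α genes were not among the 12, so RNA of type I interferons was not tested in this comparison. Of the 12, 3 were higher with ADU-S100, and 7 were higher and 1 lower when adjusted over the list alone. The median was 1.31 (adjusted p = 0.00376 by limma's fry, and 0.0576 by camera with an estimated correlation). By edgeR, Cxcl10 had a log2 fold change of 1.82 (standard error 0.15, adjusted p = 0.000938), Ifng 2.34 (0.00414) and Tnf 1.42 (0.0151). Ccl2 had 0.93, below the fold threshold of a DEG (0.00651). Not called were Ccl5 (1.80, 0.0529), Il12a (2.11, 0.0691), Il6 (1.76, 0.0995), Cxcl1 (0.86, 0.104), Il10 (1.09, 0.110), Il12b (-1.26, 0.120), Csf2 (1.19, 0.210) and Il1b (-0.03, 0.966). With the combination, Ccl5 had 1.66 and Ccl2 0.81 (adjusted p = 0.185 by edgeR for both), Tnf 2.11 (0.194), Il6 3.42 (0.238), Il10 1.71 (0.247), Cxcl1 1.18 (0.283) and Il1b 2.28 (0.283).

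Il15ra, which encodes the receptor that presents interleukin-15, had 9.65 ± 2.29 CPM (SD, n = 3) with HBSS, 10.2 ± 3.22 CPM with cyto-IL-15, 14.0 ± 0.654 CPM with ADU-S100 and 19.8 ± 13.1 CPM with the combination. Its log2 fold change against HBSS by edgeR was 0.10 (adjusted p = 0.963), 0.55 (0.131) and 1.06 (0.299). The interleukin-15 axis list had 1 of 12 genes higher with ADU-S100, Il2rb, a receptor chain for interleukins 2 and 15 (1.48 ± 0.25, log2 fold change ± standard error; the same count adjusted over the list alone, median 0.36, adjusted p = 0.0234 by limma's fry, and 0.146 by camera with an estimated correlation). Il2rb turned to -0.19 in the edgeR fit of 12 tumors with a muscle covariate. Of 11 STING pathway genes, 2 rose, Ifi204, a DNA sensor (1.61 ± 0.20), and Irf7 (2.89 ± 0.37), with the same count adjusted over the list alone (median 0.11, adjusted p = 0.00370 by limma's fry, and 0.116 by camera with an estimated correlation).

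Between HBSS and ADU-S100, all 10 MHC class II genes had lower means, 1 was called, H2-Ob (-1.49 ± 0.27), and 8 fell when adjusted over the list alone (median -1.67, adjusted p = 0.0383 by limma's fry, and 0.146 by camera with an estimated correlation). Of 17 dendritic cell genes 5 fell, among them the lectin Cd209a (-5.97 ± 0.81) and the integrin Itgae (-1.82 ± 0.34), and 6 when adjusted over the list alone (median -0.70, adjusted p = 0.0429 by limma's fry, and 0.197 by camera with an estimated correlation). Of 15 regulatory T cell and checkpoint genes, Cd274, which encodes PD-L1 (1.5 ± 0.24), and Ido1, a tryptophan-degrading enzyme (2.39 ± 0.58), rose and the inhibitory receptor Btla (-1.29 ± 0.26) fell, the same when adjusted over the list alone (median 0.38, adjusted p = 0.271). Of 15 pericyte genes, a list written because of the paper's tables, 5 fell, among them Rgs5 (-1.67 ± 0.26) and the potassium channel subunit Abcc9 (-2.09 ± 0.32), and 1 rose (7 and 1 when adjusted over the list alone, median -0.93, adjusted p = 0.0745).

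The remaining lists between HBSS and ADU-S100 had few calls by edgeR, as follows: proliferation genes 0 higher and 0 lower of 20 (0 and 0 adjusted over the list alone, median log2 fold change 0.06, adjusted p = 0.405 by limma's fry), hypoxia genes 1 higher and 0 lower of 17 (2 and 0 adjusted over the list alone, median log2 fold change 0.39, adjusted p = 0.334 by limma's fry), endothelial genes 0 higher and 0 lower of 18 (0 and 0 adjusted over the list alone, median log2 fold change 0.10, adjusted p = 0.533 by limma's fry) and fibroblast and matrix genes 1 higher and 0 lower of 18 (1 and 0 adjusted over the list alone, median log2 fold change -0.19, adjusted p = 0.892 by limma's fry), where the mean was 0.01 and fry placed the list downward. The called genes were Car9, a carbonic anhydrase of hypoxic cells (1.09 ± 0.24), and Thy1, a surface protein of fibroblasts and T cells (1.08 ± 0.17), which turned to -0.64 with the muscle covariate. Further lists were adipocyte genes 1 higher and 0 lower of 12 (1 and 0 adjusted over the list alone, median log2 fold change 0.38, adjusted p = 0.271 by limma's fry), with Lpl, lipoprotein lipase, called (1.88 ± 0.19), keratinocyte genes 0 higher and 0 lower of 5 (0 and 0 adjusted over the list alone, median log2 fold change 0.36, adjusted p = 0.281 by limma's fry), epithelial tumor genes 0 higher and 0 lower of 9 (0 and 0 adjusted over the list alone, median log2 fold change -0.39, adjusted p = 0.533 by limma's fry) and red blood cell genes 0 higher and 0 lower of 6 (0 and 0 adjusted over the list alone, median log2 fold change -1.74, adjusted p = 0.199 by limma's fry).

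The interaction asks whether adding cyto-IL-15 to ADU-S100 changes a gene more or less than cyto-IL-15 alone does. Over 20132 genes edgeR called 0, with 461 at an unadjusted p under 0.05, and DESeq2 called 0, with 752. The smallest adjusted p was 1.00 (0.99968) by edgeR and between 0.0722 and 1.00 over the alternatives fitted for it. The 10 genes with the smallest p by edgeR were Lyz2 (1.28 ± 0.25, log2 difference ± standard error), Spint1 (1.58 ± 0.33), Cd83 (2.26 ± 0.48), Ogdhl (-1.51 ± 0.33), Bend4 (1.63 ± 0.37), Abcc9 (2.62 ± 0.64), Chst1 (1.57 ± 0.39), Tcf7l1 (-0.96 ± 0.25), Gm24407 (6.44 ± 1.74) and Kcnj8 (1.91 ± 0.52). The 100 groupings of the 12 tumors, the real one included, each gave 0, and with a real count of 0 they test nothing.

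Splits of 6 tumors into 3 and 3 number 10, too few for a share under 0.05. EdgeR called at least as many genes as the real grouping in 10 splits between HBSS and cyto-IL-15 (real 0, highest other 0), 1 between HBSS and ADU-S100 (real 667, highest other 0), 10 between HBSS and the combination (real 0, highest other 0), 1 between cyto-IL-15 and ADU-S100 (real 16, highest other 0), 10 between cyto-IL-15 and the combination (real 0, highest other 0) and 10 between ADU-S100 and the combination (real 0, highest other 0). DESeq2 on the 6 tumors did so in 3 (real 119, highest other 286), 1 (real 1121, highest other 23), 1 (real 1156, highest other 144), 1 (real 270, highest other 131), 4 (real 111, highest other 146) and 7 (real 4, highest other 250) splits, in the same order. The split with 286 sets HBSS tumors 22R and 22LL with cyto-IL-15 tumor 13 against HBSS 19 with cyto-IL-15 9R and 20LL. The split with 250 sets ADU-S100 tumor 17LL with combination tumors 22 and 28LL against ADU-S100 18R and 22LR with combination 20L. Both point to a structure of the samples or to false calls by DESeq2. On data simulated with the spread of HBSS and cyto-IL-15, 98 of its 261 calls were false. Whether that rate holds where a tumor stands apart was not tested. Where the real count by edgeR is 0, its splits test nothing. Genes whose groups do not overlap made up 10.5% of the tested genes between HBSS and cyto-IL-15, 16.7% between cyto-IL-15 and ADU-S100, 12.8% between cyto-IL-15 and the combination and 10.8% between ADU-S100 and the combination, where chance gives 10%.

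Skin keratins were present in ADU-S100 tumor 17LL (Krt5 21.6, Krt14 15.5, Krt15 14.2 and Krt17 3.61 CPM) and cyto-IL-15 tumor 9R (4.02, 2.04, 3.79 and 1.17 CPM), while Krt14 alone reached 126 CPM in HBSS tumor 22LL. HBSS tumor 22LL also had 5079 CPM of Yap1 and a run of 4 neighbouring genes, Rbm20 to Shoc2 on chromosome 19 from 53677306 to 54033268, with a median log2 difference of 2.91 to the other tumors.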
